# Identification of Novel Gene Targets and Functions of p21-Activated Kinase 1 during DNA Damage by Gene Expression Profiling

**DOI:** 10.1371/journal.pone.0066585

**Published:** 2013-08-12

**Authors:** Mona Motwani, Da-Qiang Li, Anelia Horvath, Rakesh Kumar

## Abstract

P21-activated kinase 1 (PAK1), a serine/threonine protein kinase, modulates many cellular processes by phosphorylating its downstream substrates. In addition to its role in the cytoplasm, PAK1 also affects gene transcription due to its nuclear localization and association with chromatin. It is now recognized that PAK1 kinase activity and its nuclear translocation are rapidly stimulated by ionizing radiation (IR), and that PAK1 activation is a component of the DNA damage response. Owing to the role of PAK1 in the cell survival, its association with the chromatin, and now, stimulation by ionizing radiation, we hypothesize that PAK1 may be contributing to modulation of genes with roles in cellular processes that might be important in the DNA damage response. The purpose of this study was to identify new PAK1 targets in response to ionizing radiation with putative role in the DNA damage response. We examined the effect of IR on the gene expression patterns in the murine embryonic fibroblasts with or without *Pak1* using microarray technology. Differentially expressed transcripts were identified using Gene Spring GX 10.0.2. Pathway, network, functional analyses and gene family classification were carried out using Kyoto Encyclopedia of Genes and Genomes (KEGG), Ingenuity Pathway, Gene Ontology and PANTHER respectively. Selective targets of PAK1 were validated by RT-qPCR. For the first time, we provide a genome-wide analysis of PAK1 and identify its targets with potential roles in the DNA damage response. Gene Ontology analysis identified genes in the IR-stimulated cells that were involved in cell cycle arrest and cell death. Pathway analysis revealed p53 pathway being most influenced by IR responsive, PAK1 targets. Gene family of transcription factors was over represented and gene networks involved in DNA replication, repair and cellular signaling were identified. In brief, this study identifies novel PAK1 dependent IR responsive genes which reveal new aspects of PAK1 biology.

## Introduction

The mammalian PAK family contains six serine/threonine kinases divided into two subgroups, group I (PAK 1–3) and group II (PAK 4–6) on the basis of structural and functional similarities [1]–[3]. Although members of this family share significant homology in the kinase domain , the biological functions of each member are distinct and they are dictated by the variable N-terminal regulatory domain [1], [2].

Among them, PAK1 is the founding and best-characterized member of this family, originally discovered in rat brain as a serine/threonine protein kinase was found to be activated by the P21ras-related proteins Cdc42 and Rac1 [4]. To date, it is clear that a variety of extracellular signals, such as growth factors [5], insulin [6], and lipids [3], can activate PAK1 by promoting its auto-phosphorylation on several sites [1]–[3]. Once activated, PAK1 phosphorylates its downstream substrates, that are responsible for various biological effects of PAK1 kinase in cancer cells [1], [3]. In this context, studies have shown that PAK1 regulates actin cytoskeleton that is crucial for cell morphogenesis, motility, adhesion and cytokinesis by phosphorylating several downstream substrates [3], [7]–[9]. PAK1 also promotes cell survival through direct phosphorylation-induced BAD inactivation [10] and indirectly through several substrates, including NF-κB-inducing kinases [11] dynein light-chain 1 [12] and fork-head transcription factor in response to various stimuli. Furthermore, increased PAK1 expression and activity have been documented in a variety of human cancers, including breast, colon, ovarian, bladder, and brain cancers [1], [3].

In addition to its well-characterized kinase activity, it is increasingly recognized that PAK1 also affects nuclear events, presumably by modulating coactivator/corepressor mediated gene regulation [13]. Earlier studies have demonstrated that PAK1 could be localized in the nuclear compartment and nuclear PAK1 associates with chromatin, suggesting that it might be involved in gene transcription [13]. In support of this notion, nuclear PAK1 has been shown to interact with the phosphofructokinase-muscle isoform (*PFK-M*) and nuclear factor of activated T-cell (*NFAT1*) genes and is involved in regulating their transcription [13]. Furthermore, it has been shown that PAK1 phosphorylates histone H3 on serine 10, a site important in chromosome condensation and transcriptional activation [14]. PAK1 also regulates cyclin D1 transcription by means of a nuclear factor-kappa B (NF-κB)-dependent pathway [15]. In this case, increased expression of PAK1 in breast cancer cells stimulates cyclin D1 promoter activity, increases cyclin D1 mRNA levels, and promotes nuclear accumulation of cyclin D1 [15]. Collectively, these findings suggest that PAK1 could have a role in transcriptional regulation in addition to its putative signaling activity.

More recently, PAK1 signaling has emerged as a component of the DNA damage response as PAK1 status influences the cellular sensitivity to ionizing radiation [16]. However the role of genome-wide PAK1 targets in cells under genotoxic stress such as ionizing radiation remains unknown. Therefore this study was undertaken to identify putative potential PAK1 targets in response to ionizing radiation.

## Results and Discussion

### Strategy to identify potential targets of *Pak1* in IR and non-IR scenarios

The overall aim of the study was to identify the genes that are regulated by Pak1 in response to DNA damaging agents such as ionizing radiation (IR). To reveal the role of Pak1 on the gene expression, we have subjected the wild-type (WT) and PAK1 knock-out (KO) murine embryonic fibroblasts (MEFs) to microarray analysis using Affymetrix Mouse Exon 1.0 ST chips. 

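Gene expression was measured in murine embryonic fibroblasts, connective tissue cells grown from embryos, that carried Pak1 (WT) or lacked it (Pak1-KO). Per the labels, the cells came from embryos of C57Bl6J mice at embryonic day 13.5 and were immortalised with the large T antigen of SV40, a viral protein that binds p53 and the retinoblastoma protein. RNA of 3 biological replicates per group was hybridised to 1 array each, and 12 arrays in 4 groups were analysed, of which 3 WT and 3 Pak1-KO arrays were from cells without irradiation. The authors normalized the arrays in Gene Spring GX, and the deposited values are on the log2 scale for 16755 probe sets. Each probe set was centred by the authors on its median over the 12 arrays, so a value gives a level relative to that median and no absolute signal, and a filter on dim probe sets could not be applied. Of these probe sets, 14996 carried 1 gene symbol, 1019 carried several and 740 carried none, and only the first kind is named. All 12 arrays were fitted together with limma as 4 group means, with p-values adjusted by Benjamini-Hochberg over all probe sets. A probe set is called differentially expressed at an adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper. The scale was checked against Table S1, where 615 listed genes could be matched to 1 probe set, and 614 of them had the same direction. Across those genes, which are not independent replicates, the log2 fold changes correlated with the paper's at r = 0.997, with a median ratio of 1.02. Nothing in the sources used here says whether the replicates were separate cultures or isolates, so the p-values measure the spread between these arrays only, and the number of arrays limits the precision. Pak1 itself was not analysed here, so the genotype of each array rests on the submitters' labels, beside the PAK1 protein that the paper shows for the cells in its Figure 2A. Of the other p21-activated kinases, Pak2 was higher in the Pak1-KO MEFs, with a log2 fold change of 0.39 (adjusted p = 2.28e-06) from limma. Pak3 was lower, with a log2 fold change of -0.93 (adjusted p = 2.00e-07), as was Pak4, at -0.29 (adjusted p = 0.000574), and Pak7 was at -0.04 (adjusted p = 0.602). None of the 4 measured of 6 listed family members reached a 2-fold change. As a group they gave a mean log2 fold change of -0.22 and an adjusted p of 0.613 from camera, a test in limma that compares a list with all other genes, with 1 member higher and 2 lower also when adjusted over the list alone.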

Microarray data normalization and analysis was performed using Gene Spring GX 10.0.2 (Agilent Technologies) to obtain lists of probe sets that were significantly affected by knockout of *Pak1*. 

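The irradiated part of the study used the same WT and Pak1-KO fibroblasts, exposed to gamma rays from a caesium source, and untreated cells of each genotype handled alongside. Ionizing radiation breaks DNA strands and, in cells with working p53, induces genes of cell cycle arrest, DNA repair and apoptosis. The total dose and the time between irradiation and harvest are not given in the sources used here, and the dose rate was 3.04 Gy per minute. Arrays of 3 irradiated WT samples (WT-IR) and 3 irradiated Pak1-KO samples (KO-IR) were set against each other and against the untreated groups. Besides the comparisons that the paper reports, KO-IR was compared with KO, and the interaction of genotype and irradiation was tested, which is the change from KO to KO-IR minus the change from WT to WT-IR. The median of the log2 values of an array lay between -0.0201 and 0.0180 over the 12 arrays, and their SD between 0.242 and 0.288. Within a group, the correlation of an array with the others of its group, averaged over those pairs and taken across probe sets, lay between 0.836 and 0.917. The first principal component held 85.6% of the variance and separated the 6 Pak1-KO arrays from the 6 WT arrays, and the second held 4.38%. Table S2 was used to check the scale under irradiation: 166 of its genes matched 1 probe set, all 166 had the paper's direction, and the log2 fold changes correlated across these genes at r = 0.998.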

To identify the genes regulated by PAK1 in response to IR, the WT and PAK1 KO MEFs were subjected to ionizing radiation dose rate of 3.04 Gy/min at room temperature. We deduced the IR responsive gene list by various cross comparisons between genes lists obtained after analyzing wild-type (WT) and wild-type treated with IR (WT-IR) samples and WT-IR and knock-out treated by IR (KO-IR) samples. This strategy allowed us to identify the genes that were regulated by Pak1 and bonafide Pak1 targets during DNA damage. This potential list of genes was subjected to function, pathway and network analysis by using the Gene Ontology (GO) from Gene Spring, Database for Annotation, Visualization and Integrated Discovery (DAVID) tool and Ingenuity Pathways Analysis (IPA), respectively. Protein Analysis Through Evolutionary Relationships (PANTHER) was used to identify overrepresented and underrepresented gene families in the respective data sets. Reverse Transcription-quantitative PCR (RT-qPCR) was performed to validate the microarray gene regulation of the selected candidate genes in the MEFs. These analyses using both non-IR and IR treated cells helped us identify a set of novel Pak1 targets that are specifically regulated during the DNA damage response. The overall experimental workflow is shown in Figure 1.

**Figure 1:**
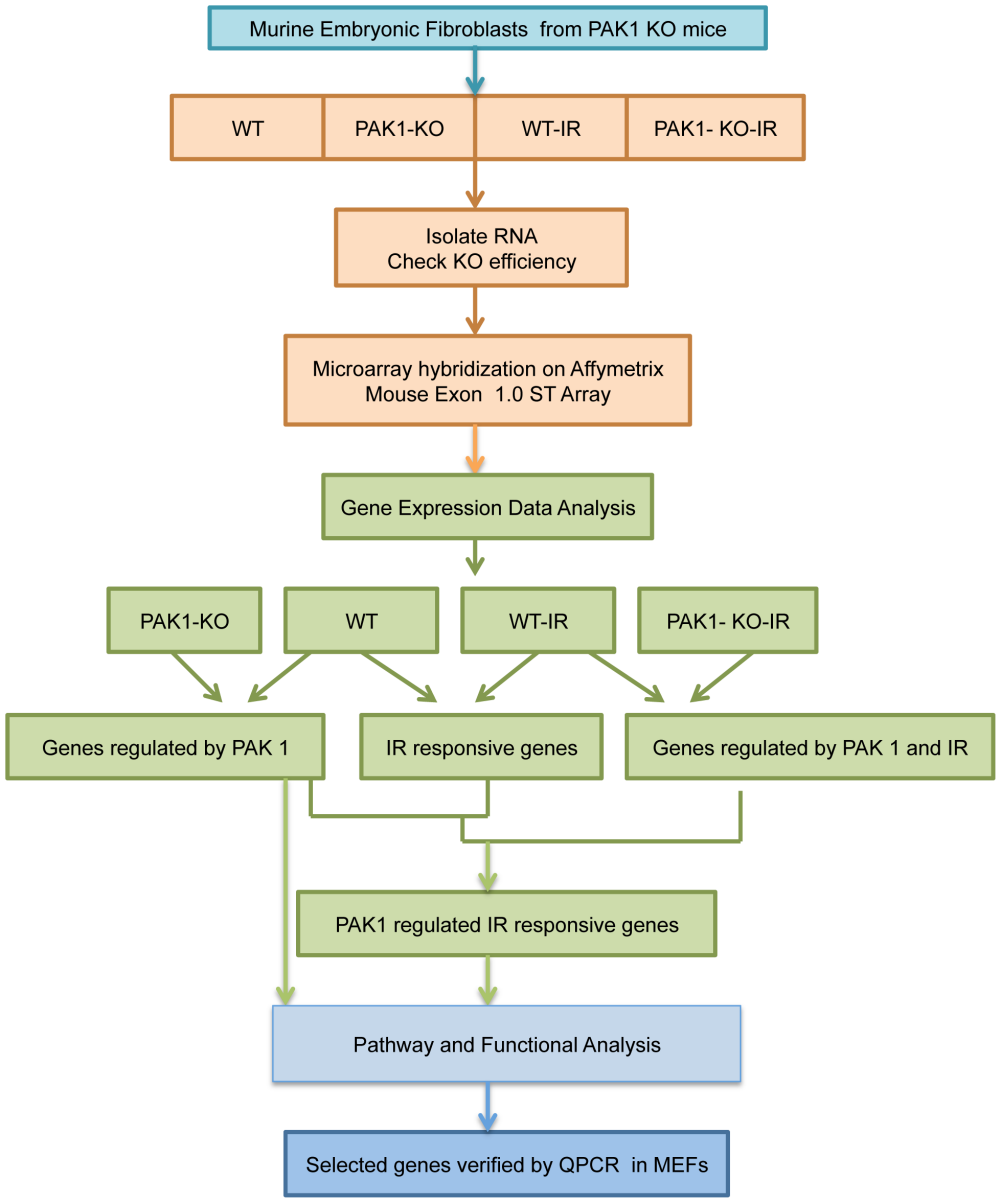
Schematic representing identification of differentially expressed genes by microarray analysis. (**A**) Flowchart representing the global gene expression profiling in the WT and *Pak1* KO and WT and *Pak1* KO IR treated MEFs. RNA was isolated from triplicates of each sample and microarray analysis was performed using the Affymetrix Mouse exon 1.0 chip arrays. The gene expression data was obtained for different samples that were cross compared to identify differentially expressed genes regulated by Pak1 in IR and non-IR scenarios. Functional and pathway analysis was performed to analyze biological significance of differentially regulated genes. Selected genes were verified by qPCR in MEFs.

### Identification of differentially expressed genes in wild-type and *Pak1*-knockout MEFs

Gene Spring GX 10.0.2 was used to analyze the raw data obtained from microarray hybridization. The initial comparison between the wild type and the *Pak1* knock out cell files was performed using unpaired t-test with a p-value less than 0.05. Benjamini Hochberg false discovery rate (FDR) was applied for the multiple corrections. We have identified 731 Pak1 target genes (table S1) with a fold change ≥±2.0 and with the p-value<0.05. 

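Loss of Pak1 went with differential expression of 740 probe sets at an adjusted p under 0.05 from limma and a fold change of at least 2, of which 409 were higher and 331 lower in the Pak1-KO MEFs. They carried 674 distinct gene symbols, from contractile and cytoskeletal genes such as Acta2, the smooth muscle actin, with a log2 fold change of 3.03 (standard error 0.04, adjusted p = 4.48e-13), to Tgfbi, a secreted matrix protein, at -3.29 (standard error 0.06, adjusted p = 1.71e-12), or -3.96 after quantile normalization, another scaling of the arrays. Of the 615 genes of Table S1 matched to 1 probe set, 594 were among them. The methods' t-test on the 6 arrays alone also called 740. The fold threshold set the number: without it 7230 probe sets passed the adjusted p, 3594 higher and 3636 lower, and 2094 did so with a fold change of at least 1.5.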

The lists of the top 20 genes that were up-or down-regulated in the Pak1-KO MEFs compared to wild-type MEFs are shown in Table 1 and Table 2, respectively. Highly up-regulated (up to 44-fold change) in the Pak1-KO MEFs are *Pdlim1* gene PDZ - LIM domain 1 and *Sgce* gene (sarcoglycan-epsilon) which encodes the epsilon member of the sarcoglycan family . Both PDLIM1 and SGCE are known to play role in human cancers and cytoskeleton signaling [17] [18] [19] [20]. 

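A membrane protein and a protein of stress fibres had the largest increases among probe sets of 1 symbol. Sgce, which encodes epsilon-sarcoglycan of the dystrophin-associated complex, was 46.1-fold higher in Pak1-KO than in WT MEFs, a log2 fold change of 5.53 (standard error 0.05, adjusted p = 3.73e-14) from limma. On the log2 scale relative to the median of the 12 arrays, Sgce was at -2.78 ± 0.09 (SD, n = 3) in WT and 2.74 ± 0.05 (SD, n = 3) in Pak1-KO cells. Pdlim1, a PDZ and LIM domain protein of actin stress fibres, was 34.6-fold higher, with a log2 fold change of 5.11 (standard error 0.10, adjusted p = 6.45e-12), from -2.57 ± 0.14 in WT to 2.54 ± 0.05 in Pak1-KO cells (SD, n = 3 each). Both differences were many times the spread between replicates, and every Pak1-KO array lay above every WT array.

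**Figure D1:**
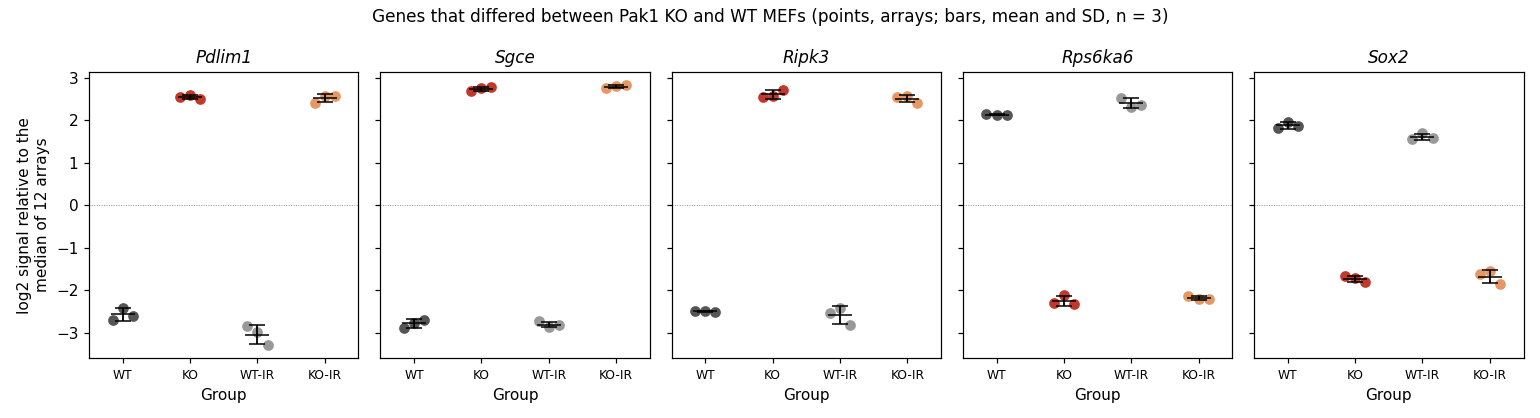
Log2 signal relative to the median of the 12 arrays (y axis) for Pdlim1, Sgce, Ripk3, Rps6ka6 and Sox2 in WT, KO, WT-IR and KO-IR MEFs (x axis), with 1 point per array and the mean ± SD of 3 arrays. The first 3 genes are higher and the last 2 lower in Pak1-KO cells with and without irradiation, with Sgce near -2.78 in WT and 2.74 in KO.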

SGCE is a member of transmembrane proteins, which acts as a link between actin cytoskeleton and the extra cellular matrix and is also implicated in neuronal disorder such as myoclonus-dystonia syndrome . PDLIM1, also known as CLP36, a potential tumor antigen in pancreatic carcinoma, is required for actin stress-fiber formation and focal adhesion in choriocarcinoma which corroborates with functions of PAKs of phosphorylating LIM domain kinase that are regulators of cytoskeleton. [21] Other genes, including receptor-interacting serine-threonine kinase 3 (*Ripk3*), four and a half LIM domains 1 (*Fhl1*), and 1-acylglycerol-3-phosphate O-acyltransferase 2 (*Agpat2*), were also significantly up-regulated in the Pak1-KO cells compared to its wild-type counterparts (Table 1). 

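A kinase of programmed necrosis, a LIM domain protein and a lipid enzyme were each over 20-fold higher in the Pak1-KO MEFs, all with n = 3 arrays per group. Ripk3, the kinase that drives necroptosis, had a log2 fold change of 5.11 (standard error 0.09, adjusted p = 1.80e-12) from limma, a 34.4-fold increase. Fhl1, which encodes a protein of LIM domains abundant in muscle, rose 24.4-fold (log2 fold change 4.61, standard error 0.05, adjusted p = 8.19e-14). Agpat2, an acyltransferase that makes phosphatidic acid, rose 20.1-fold (log2 fold change 4.33, standard error 0.11, adjusted p = 2.81e-11). Other genes near the top were Gask1b, a Golgi-associated protein listed by the paper as Fam198b, at a log2 fold change of 4.68, P2ry14, the UDP-glucose receptor, at 4.39, and Grb10, an imprinted adaptor that restrains insulin signaling, at 4.20. The Wnt receptor Fzd6 was at 4.11 and the secreted Igfbp7, an insulin-like growth factor binding protein, at 3.99. Further genes of Table 1 were also differentially expressed, such as the guidance cues Sema3c (3.83) and Sema3a (3.64), the transcription factor Foxf1 (3.81) and the laminin receptor subunit Itga6 (3.15).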

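Of 26 measured genes of actin filaments and contraction (30 listed before the data were examined and after the paper's tables had been read), 6 were differentially expressed, all higher in Pak1-KO MEFs. Besides Fhl1, Acta2 and Pdlim1, they included Tagln, a calponin-related protein of smooth muscle, with a log2 fold change of 2.47 (standard error 0.05, adjusted p = 7.84e-12) from limma. At an adjusted p under 0.05 without a fold threshold 12 members were higher and 6 lower, the same numbers as when adjusted over the list alone. The mean log2 fold change of the list was 0.78 and its median 0.06, so the shift rested on a minority of its genes. Against all other genes, camera gave an adjusted p of 0.00381 over 46 list tests (adjusted p = 0.0420 with an estimated correlation). The list holds genes that the paper chose on these samples, such as Pdlim1 and Fhl1, so this is not independent evidence of its direction.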

Interestingly, most of the identified targets show coherence with the putative PAK1 function in cytoskeleton dynamics [1], [3], [22].

**Table 1:** List of the top 20 up-regulated genes in the Pak1 KO MEFs compared to wild-type MEFs.

Refseq	Fold change	Regulation	Gene symbol	Gene description
NM_016861	44.63	up	Pdlim1	PDZ and LIM domain 1 (elfin)
NM_001130188	41.29	up	Sgce	sarcoglycan, epsilon
NM_001164108	28.42	up	Ripk3	receptor-interacting serine-threonine kinase 3
NM_133187	24.49	up	Fam198b	family with sequence similarity 198, member B
NM_001077361	22.38	up	Fhl1	four and a half LIM domains 1
NM_026212	18.84	up	Agpat2	1-acylglycerol-3-phosphate O-acyltransferase 2
NM_011671	18.24	up	Ucp2	uncoupling protein 2 (mitochondrial, proton carrier)
NM_008056	16.92	up	Fzd6	frizzled homolog 6 (Drosophila)
NM_001159518	15.73	up	Igfbp7	insulin-like growth factor binding protein 7
NM_010345	15.22	up	Grb10	growth factor receptor bound protein 10
NM_013657	13.85	up	Sema3c	sema domain, immunoglobulin domain (Ig)
NM_010426	13.55	up	Foxf1a	forkhead box F1a
NM_013560	12.16	up	Hspb1	heat shock protein 1
NM_009152	12.00	up	Sema3a	sema domain, immunoglobulin domain (Ig)
NM_181315	11.69	up	Car5b	carbonic anhydrase 5b, mitochondrial
NM_173006	11.08	up	Pon3	paraoxonase 3
NM_133200	10.97	up	P2ry14	purinergic receptor P2Y, G-protein coupled, 14
NM_008397	10.17	up	Itga6	integrin alpha 6
NM_178395	9.87	up	Zdhhc2	zinc finger, DHHC domain containing 2
NM_007494	8.98	up	Ass1	argininosuccinate synthetase 1

**Table 2:** List of the top 20 down -regulated genes in the Pak1 KO MEFs compared to wild-type MEFs.

Refseq	Fold change	Regulation	Gene symbol	Gene description
NM_025949	17.81	down	Rps6ka6	ribosomal protein S6 kinase polypeptide 6
NM_011443	12.38	down	Sox2	SRY-box containing gene 2
NM_008216	11.23	down	Has2	hyaluronan synthase 2
NM_008343	10.79	down	Igfbp3	insulin-like growth factor binding protein 3
NM_012011	9.78	down	Eif2s3y	eukaryotic translation initiation factor 2
NM_134096	9.39	down	Fam19a5	family with sequence similarity 19
NM_009369	9.25	down	Tgfbi	transforming growth factor, beta induced
NM_012008	8.91	down	Ddx3y	DEAD box polypeptide 3,
NM_007539	8.27	down	Bdkrb1	bradykinin receptor, beta 1
NM_026058	7.74	down	Lass4	LAG1 homolog, ceramide synthase 4
NM_009378	7.36	down	Thbd	thrombomodulin
NM_011581	7.19	down	Thbs2	thrombospondin 2
NM_010357	7.18	down	Gsta4	glutathione S-transferase, alpha 4
NM_009484	7.17	down	Uty	ubiquitously transcribed tetratricopeptide
NM_015744	6.96	down	Enpp2	ectonucleotide pyrophosphatase
NM_010308	6.49	down	Gnao1	guanine nucleotide binding protein, alpha O
NM_080288	6.27	down	Elmo1	engulfment and cell motility 1
NM_008973	6.00	down	Ptn	pleiotrophin
NM_175730	5.45	down	Hoxc5	homeobox C5
NM_001037937	5.30	down	Depdc6	DEP domain containing 6

As shown in Table 2, the ribosomal protein S6 kinase/RSK4 was observed to be 17-fold down-regulated in the Pak1-KO cells compared to the wild-type controls. 

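RSK4, encoded by Rps6ka6, was the gene with the largest decrease among probe sets of 1 symbol. Its log2 fold change was -4.38 (standard error 0.06, adjusted p = 4.48e-13) from limma, a 20.9-fold difference between Pak1-KO and WT MEFs. The level relative to the median of the 12 arrays was 2.13 ± 0.02 (SD, n = 3) in WT and -2.25 ± 0.11 (SD, n = 3) in Pak1-KO cells, so the groups were separated by far more than the spread between arrays. After quantile normalization the decrease was 37.4-fold, and the increase of Sgce was 37.4-fold as well. That step gives the centred values of every array the same distribution, so it tends to match the largest increase and decrease by construction.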

RSK4, an intracellular serine/threonine kinase, belongs to p90 ribosomal S6 kinase (RSK) family of related kinases that phosphorylate numerous cytosolic and nuclear targets and act as downstream effectors of the extracellular signal-regulated kinase/mitogen-activated protein kinase signaling cascade [23]. RSK4 is commonly deleted in patients with complex X-linked mental retardation, suggesting that RSK4 plays a role in normal neuronal development [24]. In addition, RSK4 has been reported to be deleted or down-regulated in many human cancers such as colon [16], [25] and breast cancers [26] [27]. the RSK family of proteins, RSK1 and RSK2 shown to phosphorylate filamin A cytoskeletal protein that crosslinks actin filaments and is essential for mammalian cell motility [28]. Other most significantly down-regulated genes due to Pak1 knockout include insulin-like SRY-box containing gene 2 (*Sox2*), a pluripotent gene and an important transcription factor found overexpressed in various cancers such as colon, lung and breast. It is known to contribute to tumor initiation and propagation in mammary cells as well as donwregulation of this gene suppresses growth and metastasis in lung cancer [29] [30]. It is interesting to note that there are several known functional avenues including neuronal development, cytoskeletal, cell motility signaling, and oncogenic signaling are influenced by Pak1. 

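Sox2, a transcription factor of pluripotent and neural progenitor cells, was 12.3-fold lower in Pak1-KO MEFs, with a log2 fold change of -3.62 (standard error 0.07, adjusted p = 6.75e-12) from limma, and 20.3-fold lower after quantile normalization. It was at 1.88 ± 0.08 (SD, n = 3) in WT and at -1.74 ± 0.07 (SD, n = 3) in Pak1-KO cells, on the log2 scale relative to the median of all arrays. The other pluripotency markers did not move with it: of 8 measured, Sox2 alone was differentially expressed, Nanog was slightly lower at -0.22 (adjusted p = 0.0227), and 6 did not pass the test. That list had a mean log2 fold change of -0.50, a median of -0.04 and an adjusted p of 0.347 from camera, and 0 higher and 2 lower members also when adjusted over the list alone. Markers of neural and Schwann cells went both ways. Of 10 measured of 13 listed, the neuregulin receptor Erbb3 (1.76) and the intermediate filament nestin, Nes (1.78), rose, Sox2 fell, and the neuronal Map2 was lower at -0.50 without reaching 2-fold, with 2 higher and 2 lower when adjusted over the list alone and an adjusted p of 0.751 from camera.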

Our data indicates possible unexplored interplay between such substrates and Pak1 which may be through genomic regulation. 

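Enzymes and secreted proteins of the cell surface stood among the genes with the largest decreases in Pak1-KO MEFs, all with n = 3 arrays per group. Igfbp3, a carrier that binds insulin-like growth factors in the extracellular space, had a log2 fold change of -3.65 (standard error 0.08, adjusted p = 9.99e-12) from limma. Has2, the synthase of the matrix polysaccharide hyaluronan, was at -3.52 (standard error 0.12, adjusted p = 3.53e-10). Eif2s3y, a translation initiation factor subunit encoded on the Y chromosome, was at -3.34 (standard error 0.09, adjusted p = 5.88e-11), and the other Y-linked gene measured, the histone demethylase Kdm5d, was at -2.04 (adjusted p = 2.81e-11). Both measured of the 4 listed Y-linked genes were thus lower, also when adjusted over the list alone, with an adjusted p of 0.00322 from camera (adjusted p = 0.0703 with an estimated correlation). The paper's Table 2 also lists the Y-linked Ddx3y and Uty as lower, and neither could be compared here. Whether the cells of both genotypes carried a Y chromosome was not tested here, so these decreases are not assigned to loss of Pak1. In KO vs WT, a difference between the lines in the Y chromosome cannot be told apart from loss of Pak1. Tafa5, a secreted peptide listed in Table 2 as Fam19a5, was at -3.28, Bdkrb1, a bradykinin receptor, at -3.13, and Vmn1r43, a vomeronasal receptor gene, at -3.12. Cers4, a ceramide synthase listed as Lass4, was at -3.01 and lies in a block of neighbouring genes that were lower together in the Pak1-KO cells. After quantile normalization the decreases were larger, with Igfbp3 at -4.44, Has2 at -4.38, Eif2s3y at -4.09 and Bdkrb1 at -3.74, and Tafa5 15.2-fold lower. The G protein subunit Gnao1 (-2.73), the Rac regulator Elmo1 (-2.71) and the growth factor pleiotrophin, Ptn (-2.52), were also lower.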

Other genes include hyaluronan synthase 2 (*Has2*), eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked (*Eif2s3y*) and insulin-like growth factor binding protein 3(*Igfbp*) (Table 2). Collectively, these analyses provide a genome-wide view of a set of new Pak1 targets with roles in various biological processes.

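Fibroblast markers differed in both directions between the genotypes. Among 12 measured fibroblast markers of 13 listed, the limb mesenchyme factor Prrx1 was lower in Pak1-KO MEFs, at a log2 fold change of -2.10 (adjusted p = 4.62e-12), and the surface protein Thy1 was higher, at 1.29 (adjusted p = 7.26e-09), both by limma with n = 3 arrays per group. In all, 1 fibroblast marker rose and 2 fell with a 2-fold change, the other being Pdgfra, and 5 were higher and 4 lower at an adjusted p under 0.05, also when adjusted over the list alone. The mean log2 fold change of these markers was -0.12 and the median 0.10, and camera placed them up with an adjusted p of 0.613, whereas fry, a test in limma of whether the members themselves move one way, placed them down with an adjusted p of 1.18e-06. From the genes past both thresholds and the functions known for those with the largest changes, the paper concludes that the comparison of WT and Pak1-KO cells gives a genome-wide view of Pak1 targets in various biological processes, among them neuronal development, the cytoskeleton, cell motility and oncogenic signaling.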

### Genes regulated by *Pak1* in response to DNA Damage stimuli

To achieve our aim of identifying the Pak1 regulated genes under ionizing radiation, we performed statistical tests between the wild type cells treated with IR (WT-IR) and *Pak1*-KO cells treated with IR (KO-IR) that used a p-value less than 0.05, fold change ≥±2.0 and the Benjamini Hochberg false discovery rate (FDR) correction parameter to eliminate false positives. This comparison yielded a list of genes that might be differentially regulated due to three main reasons: a) mere knockout of the gene b) effect of IR alone or c) both knockout and IR. 

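Between KO-IR and WT-IR cells, 847 probe sets were differentially expressed by limma, 496 higher and 351 lower in KO-IR, with n = 3 arrays per group. Many of the leading genes were those of the unirradiated comparison. Sgce had a log2 fold change of 5.60 under irradiation, Pdlim1 of 5.56, Ripk3 of 5.10 and Gask1b of 4.99. Among the decreases, Rps6ka6 was at -4.59, Igfbp3 at -3.73 and Sox2 at -3.29. Thbd, the thrombin receptor thrombomodulin, was at -3.06 (adjusted p = 4.75e-11) and Gsta4, a glutathione S-transferase, at -3.04 (adjusted p = 1.21e-10), and both were lower by nearly as much without irradiation, at -2.97 and -2.90. At the adjusted p alone 7470 probe sets passed, 3926 higher and 3544 lower.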

The genes that are differentially regulated due to both knock out and IR are likely to be involved in DNA damage response in a *Pak1*-dependent manner. 

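In WT cells irradiation left few large changes. A single probe set, that of Slbp, which encodes the protein that binds the stem-loop of histone mRNAs, was differentially expressed between WT-IR and WT, with a log2 fold change of 1.06 (standard error 0.20, adjusted p = 0.0199) from limma and n = 3 arrays per group. That call was lost without WT replicate 2 (adjusted p = 0.0718), WT replicate 3 (adjusted p = 0.081) or WT-IR replicate 2 (log2 fold change 0.78), and the methods' t-test called 0 probe sets. With no fold threshold 416 probe sets passed the adjusted p, 142 higher and 274 lower, and 3021 passed an unadjusted p of 0.05, where chance gives 838. Among the decreases, chosen after their values were seen, the spindle protein Fam83d fell by 0.95 on the log2 scale (adjusted p = 2.78e-05), the helicase Pif1 by 0.85 (adjusted p = 1.51e-05) and the kinase Aurka by 0.59 (adjusted p = 0.000124). Fam83d and Pif1 also fell from KO to KO-IR, by 0.44 (adjusted p = 0.00127) and 0.65 (adjusted p = 1.03e-05). Among the increases, picked the same way, were the metallothionein Mt2, at 0.74 (adjusted p = 0.00838), and the cystine transporter Slc7a11, at 0.56 (adjusted p = 0.00193).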

To obtain this set of genes, we eliminated the ‘only IR’ effected genes by comparing the WT and WT-IR samples from the list of WT-IR vs KO-IR. Next we eliminated all the differentially expressed genes that were present due to ‘only KO’ of *Pak1*. At this stage of filtering, we compared the fold changes of the genes between WT vs KO and the WT-IR vs KO-IR. If fold change was same in both cases we eliminated those genes by concluding that the gene is affected by ‘Only KO’ but not IR. 

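Most genes that differed between the genotypes did so by about the same amount with and without irradiation. Of the 847 probe sets called in KO-IR vs WT-IR, 658 were also called in KO vs WT, all in the same direction and 0 in the opposite direction, and the median absolute difference of their log2 fold changes was 0.10. Elmo1 is an example, at a log2 fold change of -2.73 under irradiation, and so is Ptn, at -2.46. With a tolerance of 1.5-fold, which was set here because the paper states none, 17 of the 658 had fold changes that differed. They included Anxa8, a membrane-binding annexin, at 1.99 without and 2.74 with irradiation with an interaction of 0.75 (adjusted p = 0.000565), and Crip2, a LIM domain protein, at 1.36 and 2.21 with an interaction of 0.85 (adjusted p = 0.00111), all by limma with n = 3 arrays per group. Over all probe sets, the log2 fold changes of the comparisons correlated at r = 0.955. This is across probe sets, which are not independent replicates, and the comparisons share no array.

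**Figure D2:**
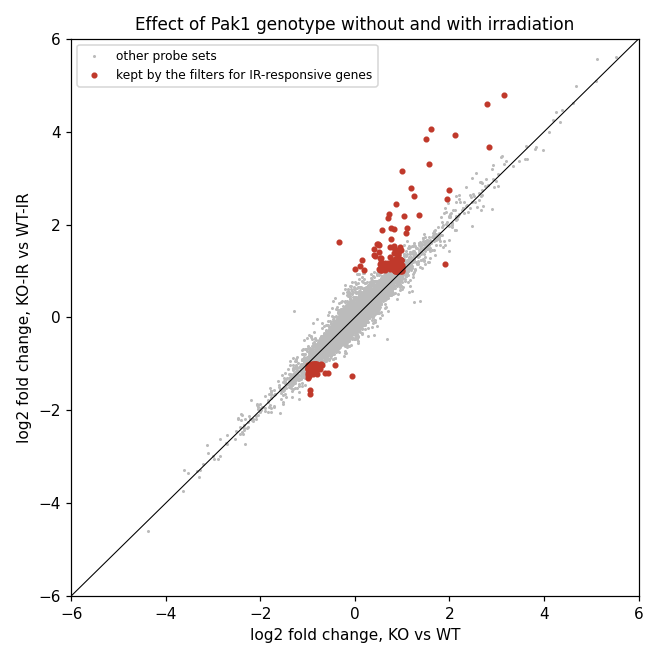
Log2 fold change of KO vs WT (x axis) against that of KO-IR vs WT-IR (y axis) for each probe set, with the line of equality. Most points lie along the line (r = 0.955), and the 206 probe sets kept by the filters, in red, include a group above it in KO-IR cells.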

One can argue that the up or down regulation of the gene caused due to the KO of *Pak1* in MEFs might be exactly compensated with the effect IR so that in the end there is a null fold change difference. Addressing this point is almost impossible using microarray technology, hence those genes were not taken into consideration and assumption has been made that such genes, if any, might be very few in number.

Therefore, by filtering, we obtained the final list of target genes that might be involved in DNA damage response mechanisms as well as affected by absence of *Pak1* and hence were “bonafide”. 

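After the same steps, 206 probe sets were kept, 139 higher and 67 lower in KO-IR than in WT-IR cells, and after quantile normalization 158, with 79 higher and 79 lower. Of the 847 called in KO-IR vs WT-IR, 0 were called in WT-IR vs WT, 17 were called in KO vs WT with a fold change outside the 1.5-fold tolerance, and 189 were not called in KO vs WT. Most of the 189 also differed between the genotypes without irradiation: 184 passed the adjusted p in KO vs WT, and the median size of their log2 fold change there was 0.88. Nop2, a methyltransferase of ribosomal RNA, is an example, at a log2 fold change of -0.99 (adjusted p = 2.39e-08) in KO vs WT and -1.31 (adjusted p = 1.91e-09) in KO-IR vs WT-IR, and the kinase Sgk1 is another, at -0.96 (adjusted p = 1.01e-08) and -1.19 (adjusted p = 1.33e-09), all by limma with n = 3 arrays per group. The interaction of genotype and irradiation, which tests the difference itself, passed an adjusted p of 0.05 for 62 of the 206 and was called for 23. In 20 simulations of arrays with additive effects only, which hold no interaction by design, 0 of the kept probe sets passed the interaction. With that test in place of the comparison of folds, 79 probe sets were kept. In KO-IR vs KO, 80 of the 206 passed the adjusted p and 21 were called. Of the 166 genes of Table S2 matched to 1 probe set, 157 were called in KO-IR vs WT-IR and 132 were among the 206.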

A total of 199 genes passed these selection criteria and achieved statistical significance (p-value<0.05 and fold change ≥2.0) (table S2). Top 20 up-regulated and down- regulated *Pak1* influenced genes after ionization radiation treatment are shown in Table 3 and Table 4 respectively. 

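Jarid2, Idh2, Nf2, Prmt6, Slc7a2 and Ramp2 were among the kept genes that were lower in KO-IR cells, each by about 2-fold. Jarid2, a subunit of the polycomb repressive complex, had a log2 fold change of -1.19 (standard error 0.05, adjusted p = 1.90e-09) in KO-IR vs WT-IR by limma (n = 3 arrays per group), and it rose in WT cells with irradiation, at 0.57 (adjusted p = 0.000176), with an interaction of -0.62 (adjusted p = 0.000875). The mitochondrial isocitrate dehydrogenase Idh2 was at -1.18, the tumor suppressor merlin, Nf2, at -1.14, the arginine methyltransferase Prmt6 at -1.15, the arginine transporter Slc7a2 at -1.17 and Ramp2, a partner of the calcitonin receptor-like receptor, at -1.23. For these 5 genes the interaction did not pass the adjusted p, with Slc7a2 at -0.32 (adjusted p = 0.162). On the higher side, the phosphatase Dusp1 was at 1.82 (standard error 0.07, adjusted p = 5.28e-10), with an interaction of 0.73 (adjusted p = 0.00156), and the interferon-induced Ifit1 at 1.93 (standard error 0.19, adjusted p = 4.17e-06), with an interaction of 0.83 (adjusted p = 0.249). Dact1, a regulator of Wnt signaling, was lower at -1.75, with an interaction of -0.56 (adjusted p = 0.00153), and was not among the 206, as it was also called in KO vs WT, at -1.19, within the 1.5-fold tolerance.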

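Cdkn1a, Trp53inp1 and Btg2, which the paper picks out, and Cd80 were over 15-fold higher in KO-IR than in WT-IR cells, and the change with irradiation was larger in Pak1-KO than in WT cells for each. Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, was 27.6-fold higher in KO-IR than in WT-IR, a log2 fold change of 4.79 (standard error 0.09, adjusted p = 2.78e-12) from limma with n = 3 arrays per group. It was already higher without irradiation, at 3.15, rose from KO to KO-IR by 1.79 (adjusted p = 3.85e-07) and differed by 0.15 (adjusted p = 0.415) between WT-IR and WT, which gave an interaction of 1.64 (standard error 0.13, adjusted p = 3.73e-05). After quantile normalization Cdkn1a was 14.4-fold higher in KO-IR than in WT-IR, its change from KO to KO-IR was 1.07 and its interaction 0.95, just under 2-fold. Trp53inp1, a p53-induced nuclear protein, was at 4.60 (standard error 0.08, adjusted p = 1.66e-12) in KO-IR vs WT-IR, with an interaction of 1.80 (adjusted p = 7.04e-06). Btg2, an antiproliferative p53 target, had a log2 fold change of 4.05 (standard error 0.05, adjusted p = 1.48e-13) and the largest interaction of any probe set, 2.45 (standard error 0.07, adjusted p = 1.20e-08). Cd80, a ligand that costimulates T cells, was at 3.93 (standard error 0.09, adjusted p = 1.03e-11), with an interaction of 1.81 (adjusted p = 1.54e-05). That normalization also lowered the difference between KO-IR and WT-IR and the interaction for Trp53inp1 (3.62 and 1.05), Btg2 (3.22 and 1.69) and Cd80 (3.16 and 1.18). Kmt5a, the current symbol of Setd8 and the methyltransferase of lysine 20 on histone H4, was at -0.21 (adjusted p = 0.00246).

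**Figure D3:**
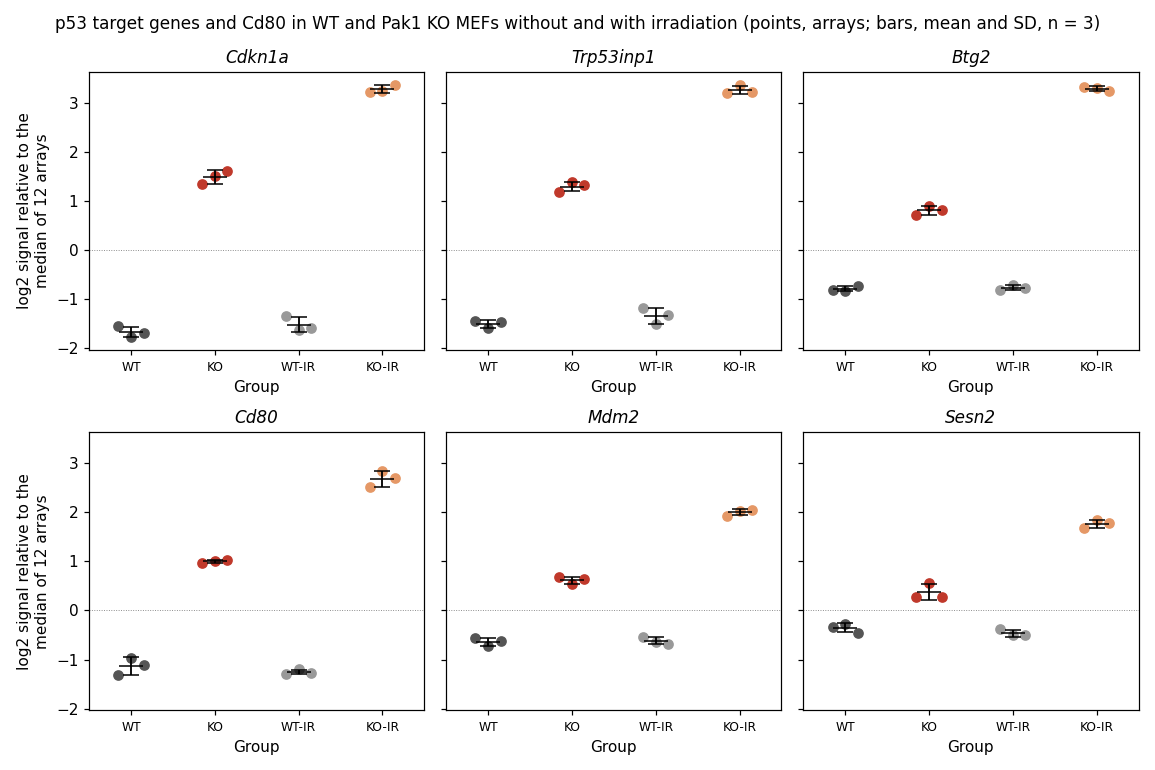
Log2 signal relative to the median of the 12 arrays (y axis) for Cdkn1a, Trp53inp1, Btg2, Cd80, Mdm2 and Sesn2 in WT, KO, WT-IR and KO-IR MEFs (x axis), with 1 point per array and the mean ± SD of 3 arrays. KO-IR arrays lie highest for each gene, while WT and WT-IR arrays lie together at the bottom, as for Btg2 with 0.02 between WT-IR and WT and 2.48 between KO-IR and KO.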

Interestingly, the highly up regulated target genes cyclin dependent kinase inhibitor 1 A (*Cdkn1a*), transformation related protein 53 inducible nuclear protein 1 (*Trp53inp1*), B cell translocation gene 2 (*Btg2*), SET domain containing (lysine methyltransferase) 8, appeared to be clusters of genes involved in cell cycle arrest. 

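Receptors, stress sensors and cell cycle regulators known as p53 targets were higher in KO-IR than in WT-IR cells, all by limma with n = 3 arrays per group. Eda2r, a receptor of the tumor necrosis factor family, had a log2 fold change of 2.44 (standard error 0.07, adjusted p = 1.02e-10) and an interaction of 1.57 (adjusted p = 8.88e-06). Sesn2, a sestrin that restrains mTORC1 under stress, was at 2.23 (standard error 0.08, adjusted p = 4.96e-10), with an interaction of 1.51 (adjusted p = 2.60e-05). Gtse1, which binds p53 and is made in S and G2 phase, was at 1.87 (standard error 0.04, adjusted p = 1.26e-11). It fell by 0.52 in WT cells with irradiation (adjusted p = 0.000168) and rose in Pak1-KO cells, at 0.78 (adjusted p = 1.09e-06). Phlda3, a repressor of Akt, was at 1.90 (standard error 0.04, adjusted p = 7.43e-12), with an interaction of 1.07 (adjusted p = 2.59e-06) that was 0.79 after quantile normalization. Ddit4, an inhibitor of mTORC1, was lower in KO than in WT cells without irradiation, at -0.34 (adjusted p = 0.00338), and higher in KO-IR than in WT-IR, at 1.62 (standard error 0.08, adjusted p = 7.33e-09). Its paralog Ddit4l was at 3.84 (standard error 0.09, adjusted p = 1.06e-11), with an interaction of 2.34 (adjusted p = 2.59e-06), or 2.94 and 1.49 after quantile normalization. Inka2, an inhibitor of Pak4, was at 3.16 with an interaction of 2.15 (adjusted p = 6.23e-05), or 2.52 and 1.52 after that normalization, and Mybl1, a Myb transcription factor, at 2.18 with an interaction of 1.15 (adjusted p = 0.000917) that was 0.76 after it.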

The family of genes such as Ectodysplasin A2 receptor, adrenergic receptor, beta 2 pleckstrin homology-like domain, family A, member 3, p53-induced protein (sestrin), G two S phase expressed protein 1 and DNA-damage-inducible transcript 4 have been reported to be involved in P53 signalling in DNA damage. For instance, ectodysplasin A2 receptor, a signaling molecule belonging to the tumor necrosis factor family, required for normal development of several ectodermally derived organs in humans and mice has been shown to be a direct P53 target in colorectal cancer [31]. Another target gene, *PHLDA3*, an established p53 responsive gene that encodes a PH domain-only protein is shown to influence p53-dependent apoptosis through Akt and subsequently established to be a central player in tumor suppression. [32]. Finally, *DDIT4* (DNA damage-inducible transcript 4), a P53 transcriptional target stress-response gene that negatively regulates the mTOR pathway is also upregualted by PAK1 and IR treatment. The mTOR (mammalian target of rapamycin) protein kinase is the central node in nutrient and growth factor signaling, and activation of p53 inhibits mTOR activity, tumor suppression processes such as autophagy and regulates its downstream targets. [33]. In summary, PAK1 appears to be a critical player that is necessary for the genomic regulation of several genes that are involved in p53 mediated DNA damage signaling. 

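As a group, p53 targets rose after irradiation in Pak1-KO cells and were higher in KO-IR than in WT-IR cells. Of 52 measured targets (57 listed before the data were examined, after the paper's tables had been read, so the list holds genes the study chose on these samples and is not independent evidence of its direction), 24 were differentially expressed higher and 1, the ferrireductase Steap3, lower in KO-IR vs WT-IR, with a mean log2 fold change of 1.19 and an adjusted p of 8.20e-16 from camera. At an adjusted p under 0.05 from limma 44 were higher and 4 lower, also when adjusted over the list alone. Without irradiation the mean of KO vs WT was 0.52, with 10 called higher and 1 lower, 32 higher and 7 lower at the adjusted p and when adjusted over the list alone, and an adjusted p of 6.32e-07 from camera. From KO to KO-IR the mean rose by 0.63, with 10 called higher and 0 lower, 35 higher and 0 lower at the adjusted p (39 and 0 when adjusted over the list alone), among them Slc19a2, a thiamine transporter, at 1.21 (adjusted p = 5.08e-08). Between WT-IR and WT the mean was -0.03, with 0 called, 1 higher and 4 lower at the adjusted p, and 1 and 5 when adjusted over the list alone. The whole comparison had 416 probe sets past the adjusted p and 3021 past an unadjusted p of 0.05. For the list, camera gave up with an adjusted p of 0.822 and fry down with 0.0198. The interaction had a mean of 0.67, with 13 called higher and 0 lower, 30 and 0 at the adjusted p (38 and 0 when adjusted over the list alone) and an adjusted p of 6.25e-50 from camera (2.54e-06 with an estimated correlation). Of single probe sets, 25 were called for the interaction, 24 of them positive, and 24 in KO-IR vs KO, all higher, and after quantile normalization 14 and 13. At the adjusted p alone, KO-IR vs KO had 567 probe sets higher and 489 lower. The paper reasons that genes left after the removal of those affected by irradiation alone or by the knock out alone depend on both. From the p53-responsive genes among them it proposes that PAK1 is needed for the genomic regulation of genes in p53 mediated DNA damage signaling. It also reports pathway analysis and RT-qPCR of such genes. Here the list rose with irradiation in the cells that lack Pak1 and not in WT cells. Both lines carry T antigen, which binds p53, so a difference between the lines in p53 function cannot be told apart from loss of Pak1.

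**Figure D4:**
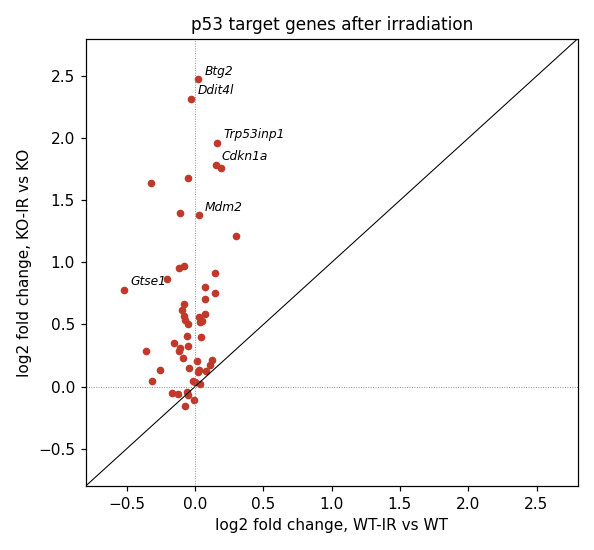
Log2 fold change of WT-IR vs WT (x axis) against that of KO-IR vs KO (y axis) for the 52 measured p53 targets, 1 point per probe set (Epha2 has more than 1), with the line of equality. The points spread upward, to 2.48 for Btg2, while most stay near 0 on the x axis.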

Of note, the genomic regulatory functions of PAK1 are at an early stage of understanding and our findings represent a wealthy resource to gain a deeper insight into PAK1 biology.

**Table 3:** List of the top 20 IR responsive genes upregulated by genes in the IR treated Pak1 KO MEFs compared to its IR treated wild-type MEFs.

Refseq	Fold change	Regulation	Gene symbol	Gene description
NM_007669	26.87	up	Cdkn1a	cyclin-dependent kinase inhibitor 1A
NM_021897	23.48	up	Trp53inp1	transformation related protein 53 inducible nuclear protein 1
NM_007570	16.05	up	Btg2	B-cell translocation gene 2, anti-proliferative
NM_009855	15.69	up	Setd8	SET domain containing 8
NM_007494	14.41	up	Ass1	argininosuccinate synthetase 1
NM_030143	14.33	up	Ddit4l	DNA-damage-inducible transcript 4-like
NM_021274	11.79	up	Cxcl10	chemokine (C-X-C motif) ligand 10
NM_021451	9.43	up	Pmaip1	phorbol-12-myristate-13-acetate-induced protein 1
NM_010786	6.05	up	Mdm2	transformed mouse 3T3 cell double minute 2
NM_013473	5.97	up	Anxa8	annexin A8
NM_020275	5.68	up	Tnfrsf10b	tumor necrosis factor receptor superfamily, member 10b
NM_001161432	5.35	up	Eda2r	ectodysplasin A2 receptor
NM_008651	4.48	up	Mybl1	myeloblastosis oncogene-like 1
NM_007420	4.29	up	Adrb2	adrenergic receptor, beta 2
NM_013750	3.88	up	Phlda3	pleckstrin homology-like domain, family A, member 3
NM_144907	3.81	up	Sesn2	sestrin 2
NM_008331	3.72	up	Ifit1	interferon-induced protein with tetratricopeptide repeats 1
NM_024223	3.59	up	Crip2	cysteine rich protein 2
NM_013882	3.52	up	Gtse1	G two S phase expressed protein 1
NM_013642	3.50	up	Dusp1	dual specificity phosphatase 1

**Table 4:** List of the top 20 IR responsive genes down regulated by genes in the IR treated Pak1 KO MEFs compared to its IR treated wild-type MEFs.

Refseq	Fold change	Regulation	Gene symbol	Gene description
NM_007539	6.32	down	Bdkrb1	bradykinin receptor, beta 1
NM_028133	3.35	down	Egln3	EGL nine homolog 3 (C. elegans)
NM_021532	3.22	down	Dact1	dapper homolog 1
NM_008970	2.50	down	Pthlh	parathyroid hormone-like peptide
NM_138747	2.42	down	Nop2	NOP2 nucleolar protein homolog (yeast)
NM_010499	2.39	down	Ier2	immediate early response 2
NM_009227	2.38	down	Snrpe	small nuclear ribonucleoprotein E
NM_001011721	2.35	down	Olfr102	olfactory receptor 102
NM_001161845	2.30	down	Sgk1	serum/glucocorticoid regulated kinase 1
NM_008492	2.30	down	Ldhb	lactate dehydrogenase B
NM_019444	2.29	down	Ramp2	receptor (calcitonin) activity modifying protein 2
NM_021878	2.25	down	Jarid2	jumonji, AT rich interactive domain 2
NM_173011	2.24	down	Idh2	isocitrate dehydrogenase 2
NM_007514	2.22	down	Slc7a2	solute carrier family 7, member 2
NM_001012477	2.19	down	Cxcl12	chemokine (C-X-C motif) ligand 12
NM_010898	2.18	down	Nf2	neurofibromatosis 2
NM_178891	2.18	down	Prmt6	protein arginine N-methyltransferase 6
NM_009930	2.17	down	Col3a1	collagen, type III, alpha 1
NM_025392	2.158529	down	Bccip	BRCA2 and CDKN1A interacting protein
NM_029936	2.1434464	down	Ddx10	DEAD (Asp-Glu-Ala-Asp) box polypeptide 10

### Hierarchical clustering analysis of Pak1 on gene expression with and without IR treatment

PAK1 protein level in the WT and KO MEFs were checked using western blotting and is shown in Figure 2A. We performed the hierarchical clustering analysis with the genes that were differentially regulated between the WT vs. Pak1-KO and that were Pak1 regulated, IR responsive genes. The normalized log2 ratio values of the differentially regulated genes in each comparison were used to obtain the heat maps (Figure 2B). The gene leaf nodes were optimized in the heat maps representing the differential regulation of the genes within the samples. Coloring scale of the heat map shows red as the up regulated, green as down regulated and black as insignificant differential expression. We found that 56% of the differentially regulated genes were up-regulated in WT vs. Pak1-KO whereas 44% were down regulated. 

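Of the 740 probe sets differentially expressed between Pak1-KO and WT MEFs by limma, 409 were higher in Pak1-KO cells, a share of 55.3% (95% Wilson interval 51.7 to 58.8; 51.8% after quantile normalization), and 331 were lower, a share of 44.7%. Among the genes of the paper's tables, the higher side held Zdhhc2, a palmitoyltransferase, at a log2 fold change of 3.35, Pon3, a paraoxonase, at 3.46, and Car5b, a mitochondrial carbonic anhydrase, at 3.62, and the lower side Thbs2, a thrombospondin, at -2.86 and Deptor, an inhibitor of mTOR listed as Depdc6, at -2.36. The interval covers counting error only, since genes of a pathway do not vary independently.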

Following the IR treatment 68% were found to be up regulated and 32% down regulated in the KO samples as compared to the wild type.

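Of the 206 probe sets kept as regulated by Pak1 and responsive to irradiation, 67.5% (95% Wilson interval 60.8 to 73.5) were higher in KO-IR than in WT-IR cells and 32.5% were lower. After quantile normalization the share was 50%, and with each array centred on its median it was 61.8%. Quantile normalization gave the centred values of every array the same distribution, which pulls both directions towards equal shares. Its 50% therefore does not decide how far the scaling between arrays set the share. Before the filters, 58.6% of the 847 probe sets called in KO-IR vs WT-IR were higher (95% Wilson interval 55.2 to 61.8), and after quantile normalization 406 of 800 were. Genes on the higher side included Cxcl10, an interferon-induced chemokine, with a log2 fold change of 3.67 (standard error 0.08, adjusted p = 9.45e-12) by limma, or 2.99 after that normalization, and Tap1, a peptide transporter of antigen presentation, at 1.53 (standard error 0.08, adjusted p = 9.37e-09). On the lower side Myc, the growth-promoting transcription factor, was at -1.10 (standard error 0.05, adjusted p = 3.82e-09) and the chemokine Cxcl12 at -1.15 (standard error 0.06, adjusted p = 7.19e-09), with n = 3 arrays per group.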

**Figure 2:**
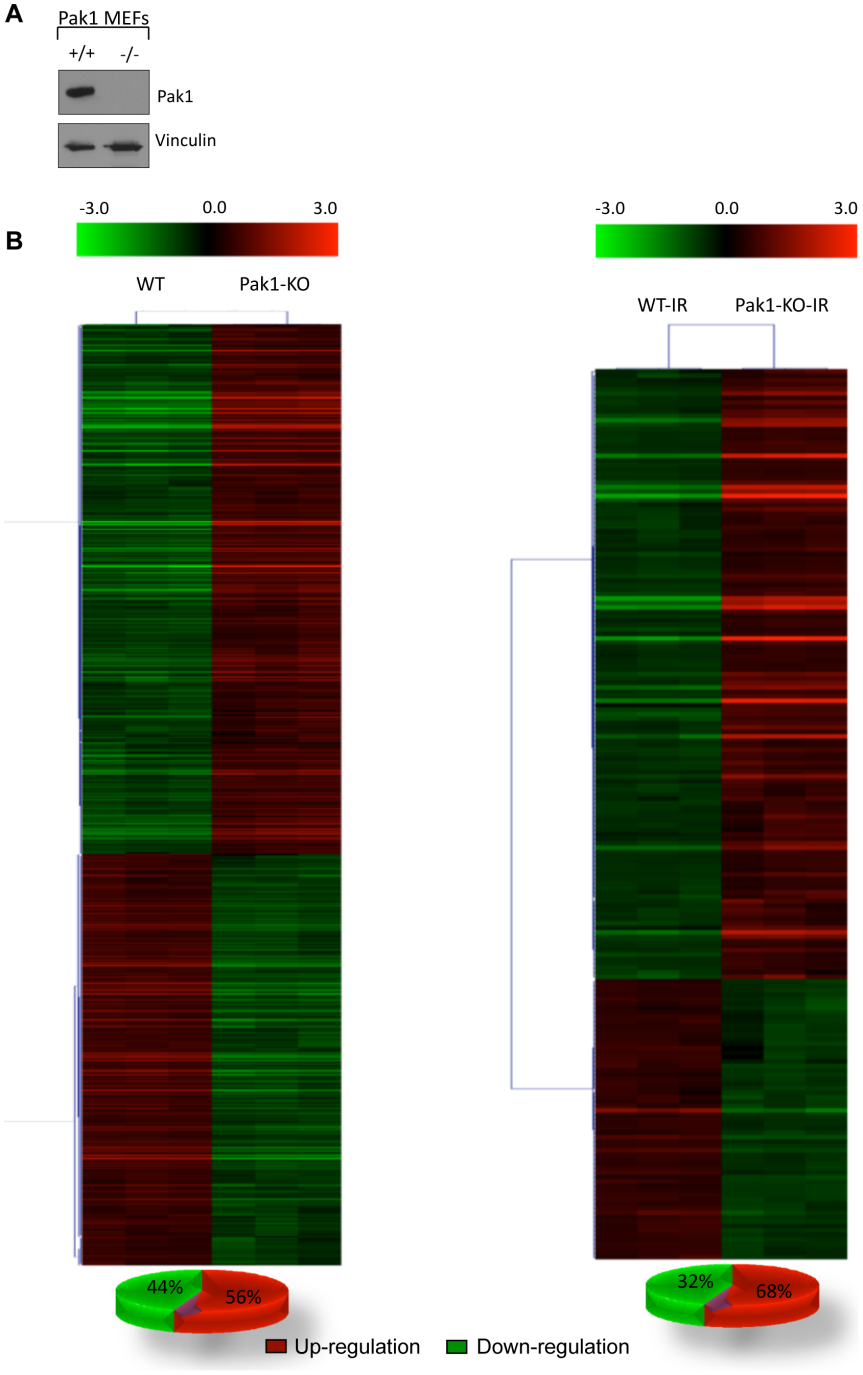
Hierarchical clustering of differentially regulated genes. (A) Western blot analysis of Pak1 in the WT and Pak1 KO MEFs. The same membrane was probed with anti-vinculin as loading control. (B) Heat map shows the hierarchical clustering of the differentially expression genes generated by MultiExperiment Viewer version 4.4. The log2 expression values of the genes are represented on the color scale from green indicating down-regulation to red indicating an up-regulation, interpolated over black region representing no significant change in expression of the genes when *Pak1* is knocked out. The differential expression analysis was performed with *P*<0.05 using Benjamini Hochberg method and fold change ≥2.0.

### Gene ontology (GO) analysis of *Pak1* knockout with and without IR treatment

To understand the functions of these differentially expressed probe sets, we performed GO analysis using Gene Spring GX 10.0.2. on all the sets of genes that were regulated by *Pak*1 and *Pak1*-regulated DNA damage responsive genes with a p-value cutoff set to 0.1. The results showed that 32.02% of these genes matched the GO term “Biological Processes”, 32.67% had “Molecular Functions”, and 35.31% matched “Cellular Component” (Figure 3A). When we analyzed the PAK1 dependent IR regulated genes, a contrasting 16.11% were involved in “Molecular Functions”, 45% in “Biological Processes” and 38.89% matched “Cellular Component” (Figure 3B). To analyze the functions we further expanded the Gene Ontology terms to study biological processes and molecular functions and studied significant processes based their p-values. PAK1 regulated genes were involved in molecular functions such as “catalytic activity” “binding” and “transcription factor activity”. Catalytic activity mainly comprised of hydrolase and transferase activity representing large number of enzymes that were affected by loss of PAK1. Transcription factor activity constituted sequence specific DNA binding genes. This analysis revealed a specific set of genes that were regulated by PAK1 and were crucial for transcription machinery (Figure 4A). Contrasting to this scenario PAK1 dependent IR responsive genes were significantly involved in “binding” which is a broad category that includes all different kinds of binding such as protein binding, nucleic acid binding and receptor binding (Figure 4B). To understand what processes were being affected by the loss of PAK1 kinase we expanded the GO term “Biological Process” and found that PAK 1 regulated genes and PAK1 regulated IR responsive genes regulate distinct processes. PAK1 dependent genes were involved in processes such as “biological adhesion”, “metabolic processes” such as nucleic acid metabolism and phosphorylation, “developmental processes” such as blood vessel development, skeletal system development, embryonic and nervous development, and many “regulatory processes” like regulation of transcription, cell proliferation, cell motility and migration (Figure 5A). 

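Genes that pattern the embryo differed between the lines in both directions. Of 32 measured Hox genes (39 listed), 2 rose in Pak1-KO MEFs, Hoxa11 and Hoxc10, 5 fell, Hoxa7, Hoxa9, Hoxc4, Hoxc5 and Hoxc8, and 6 were higher and 17 lower at an adjusted p under 0.05 from limma, also when adjusted over the list alone. Hoxc5 had a log2 fold change of -2.46 (standard error 0.11, adjusted p = 5.25e-09), Hoxc4 of -2.42 (standard error 0.11, adjusted p = 6.13e-09) and Hoxa9 of -1.41 (standard error 0.06, adjusted p = 3.69e-09), each with n = 3 arrays per group. The mean of the list was -0.25, with an adjusted p of 0.0666 from camera, and 0.0428 without WT replicate 2. Of the 12 endothelial markers listed, all were measured and 1 fell: Cd34, a surface protein of vessel and progenitor cells, at -2.43 (standard error 0.04, adjusted p = 1.54e-12). The receptors Kdr (0.17) and Flt1 (0.16) were slightly higher, so that 2 endothelial markers were higher and 1 lower at the adjusted p and when adjusted over the list alone, with a mean of -0.19 and an adjusted p of 0.797 from camera.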

The IR set of genes represented very specific processes characteristic of IR scenario such as “cellular process” involving cell cycle arrest, cell death “death” mainly apoptosis, “response to stimulus” like stress and radiation “biological regulation” like regulation of cell death, cell growth, cell cycle and cellular proliferation. (Figure 5B). The Gene Ontology analysis provided an overview of various functions and biological processes in which these genes were involved. Pak1 regulated IR responsive genes were mainly involved in various DNA damage responsive events like cell cycle arrest and apoptosis whereas Pak1 1 KO genes displayed functions in developmental processes. 

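Genes of proliferating cells differed in both directions between the groups, nearly all by less than 2-fold. Of 32 measured proliferation genes (36 listed), 1 was differentially expressed between KO-IR and WT-IR: Ccnb2, a mitotic cyclin, higher at 1.05 (adjusted p = 4.71e-08) by limma with n = 3 arrays per group. At the adjusted p alone 7 were higher and 15 lower (8 and 15 when adjusted over the list alone), with Mybl2, a cell cycle transcription factor, lower at -0.92 (adjusted p = 4.34e-08), a list mean of -0.11 and an adjusted p of 0.0990 from camera. In KO vs WT, 7 were higher and 13 lower (7 and 14 when adjusted over the list alone), with a mean of -0.08 and an adjusted p of 0.364 from camera. From KO to KO-IR, 3 were higher and 8 lower, and 7 and 17 when adjusted over the list alone. Aurka fell by 0.50 on the log2 scale (adjusted p = 7.77e-05), while Cdc6, a replication licensing factor, was higher at 0.34 (adjusted p = 0.00232). The mean of that comparison was -0.08 and its adjusted p from camera 0.00458 (adjusted p = 0.178 with an estimated correlation, and 0.0905 without KO replicate 3). From WT to WT-IR, 4 were higher and 8 lower (6 and 13 when adjusted over the list alone), with a mean of -0.05 and an adjusted p of 0.569. The interaction had a mean of -0.02 and an adjusted p of 0.111 from camera, with 0 members past the adjusted p of limma, also when adjusted over the list alone, against 1869 probe sets of all genes past an unadjusted p of 0.05. It was 0.0400 without WT replicate 3 and 0.0251 without KO replicate 2.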

The details of overall GO terms involved are shown in table S3 and S4 for the non-IR and IR scenarios.

**Figure 3:**
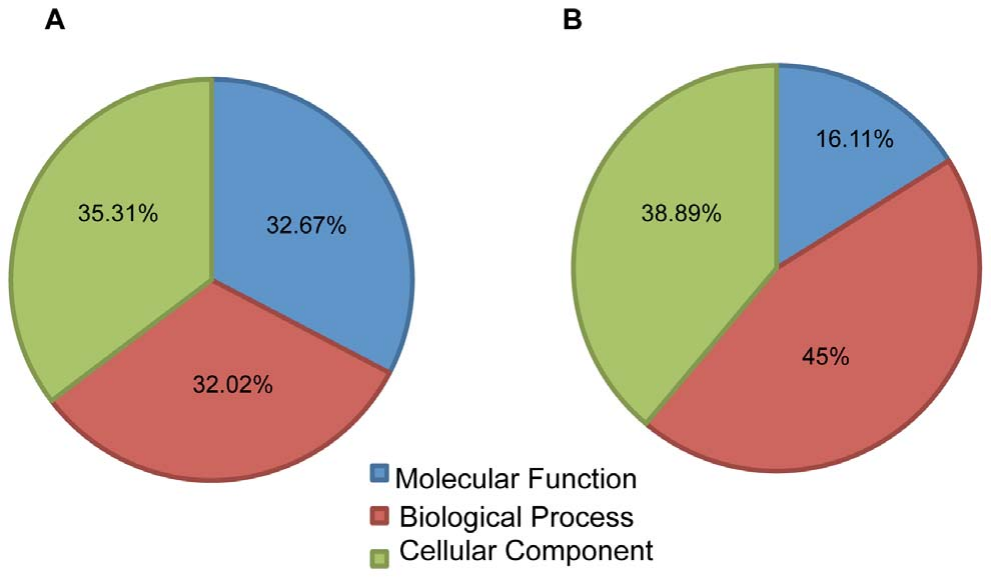
Gene Ontology analysis. The figure represents the pie chart view of the GO analysis performed by Genespring GX 10.0.2. The percentages represent statistically significant (p<0.1) genes that match each GO term. The pie chart sections represent GO terms biological processes, cellular components and molecular functions. The GO analysis gives a broad overview of the biological significance of the differentially regulated genes. Figure (A) represents differentially regulated genes by PAK1 whereas (B) represents differentially expressed genes regulated by Pak1 that were responsive to IR.

**Figure 4:**
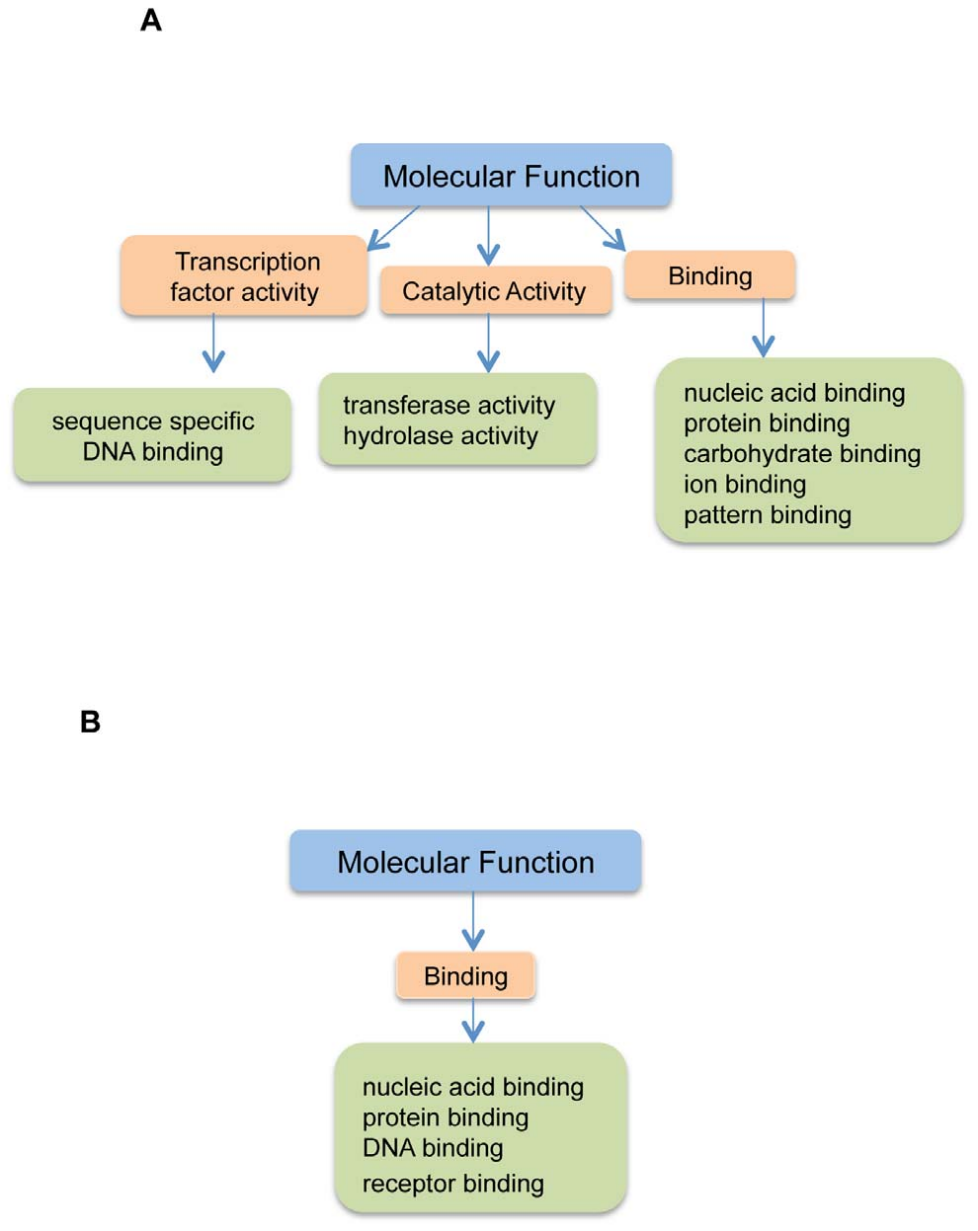
Gene Ontology Tree for Molecular Functions. The Gene Ontology analysis follows a hierarchical way of assigning GO terms to genes. A GO tree is an expansion to lower level terms that allows us to know specific functional categories. Figure (A) represents lower level classifications of molecular functions by PAK1 regulated genes. (B) Shows the same for PAK1 regulated DNA damage responsive genes. All the categories follow statistical significant value of p<0.01. Pak1 regulated genes are involved in molecular functions such as “Transcription factor activity”, “catalytic activity” and “binding” where as Pak1 regulated IR responsive genes were only involved in “binding”. All the categories are statistically significant with P- value<0.01.

**Figure 5:**
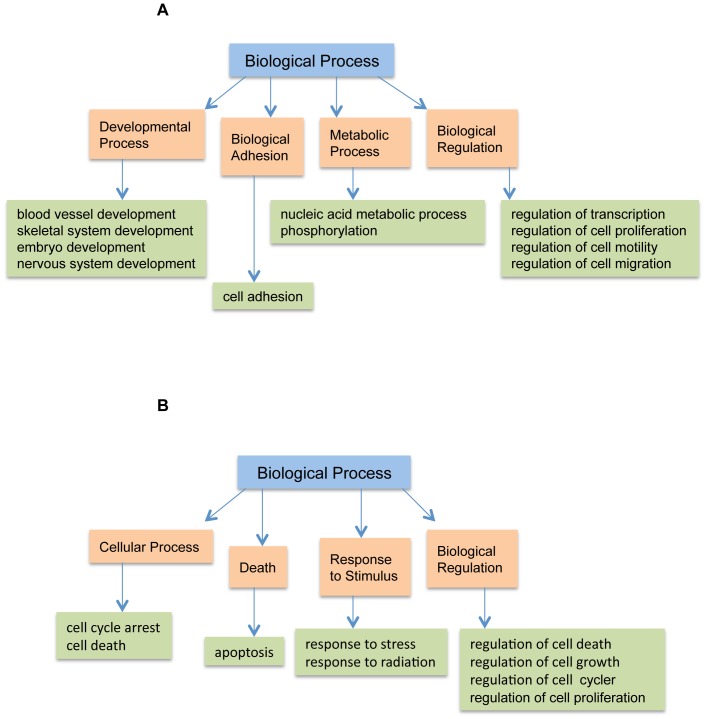
Gene Ontology Tree for Biological Process. A Hierarchical representation of GO terms for biological processes. Panel (A) Represents lower level classifications of biological processes by PAK1 regulated genes which includes developmental processes, cellular adhesion, and regulation of cell motility and cell proliferation. Panel (B) Shows lower level classifications of biological processes for PAK1 regulated DNA damage responsive genes. These genes are mostly involved in cell cycle arrest, cell death, response to stress and apoptosis. All the categories are statistically significant with P- value<0.01.

### Comparative analysis of pathways and networks in non-IR and IR stimulated scenarios

To understand if the gene sets were involved in biological pathways we used DAVID 6.7 tool to analyze various KEGG pathways, enriched with the sets of upregulated and down regulated genes. Most of the genes that had altered expression due to loss of Pak1 belong to pathways in cancer cytokine-cytokine receptor interaction, purine metabolism, focal adhesion and endocytosis. As defined by KEGG database ‘Cytokine-cytokine receptor interaction pathway constitutes of cytokines which are crucial intercellular regulators during inflammatory host defenses, cell growth, differentiation, cell death, angiogenesis, and homeostasis’. PAK1 is known to control MAP kinases like JNK and p38 signaling kinases which respond to stress stimuli and regulate cellular processes. [34]. Also the modulation of NF-kB signaling by Pak1 has been well documented. [11]. Cytoskeleton dynamics and formation of stress fibers that are mediated by PAK1 play an important role in cell matrix interactions during an inflammatory event. All these findings support a potential involvement of Pak1 in cytokine-cytokine receptor interaction which has not been explored. Also, Pak1-KO influenced many new targets such as chemokines, platelet derived growth factors, transforming growth factors and tumor necrosis factors that are components of this pathway and haven't been studied with respect to Pak1. 

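Chemokines, growth factors and their receptors changed in both directions in Pak1-KO MEFs. Of 39 measured genes (41 listed), 7 rose and 11 fell with at least a 2-fold change, and 16 were higher and 18 lower at an adjusted p under 0.05 from limma (17 and 18 when adjusted over the list alone). Cxcl10 was the chemokine with the largest increase, at a log2 fold change of 2.84 (standard error 0.08, adjusted p = 8.48e-11), whereas Cxcl5, which attracts neutrophils, was lower at -1.58 (standard error 0.04, adjusted p = 7.67e-11) and the monocyte attractant Ccl7 at -1.12 (standard error 0.08, adjusted p = 3.21e-07). Ccl2 was lower at -0.44 (adjusted p = 0.00132) without reaching 2-fold. The inflammatory cytokine Il6 fell, at -1.28 (adjusted p = 1.92e-08). Pdgfra, a receptor for platelet-derived growth factor, was at -2.33 (standard error 0.05, adjusted p = 1.11e-11), while Pdgfrb was higher at 0.38. Tgfb2 was at -0.86 (adjusted p = 7.60e-08) and Tgfb3 at -0.50 (adjusted p = 9.00e-07), all with n = 3 arrays per group. As a list these genes had a mean log2 fold change of -0.15 and an adjusted p of 0.593 from camera.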

Pathways like cancer and focal adhesion pathways represent known functions of Pak1. In contrast, Pak1 regulated IR responsive genes were involved in pathways such as p53 signaling, cancer, proponoate metabolism and cell cycle. Although the p53 dependent functions of Pak1 have been investigated before [35] here Pak1 appears to regulate several target genes that are involved in p53 signaling, which have long been established to be central to DNA damage.. 

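Members of the KEGG p53 signaling pathway were higher in KO-IR than in WT-IR cells as a group. Of 56 measured (68 listed), 12 were differentially expressed higher and 2, Igfbp3 and Steap3, lower by limma, and 29 were higher and 12 lower at the adjusted p, also when adjusted over the list alone, with a mean log2 fold change of 0.48 and an adjusted p of 0.00366 from camera. Perp, a p53 effector of desmosomes, was among them at 3.46 (standard error 0.09, adjusted p = 2.65e-11), and so was Ccng1, a cyclin induced by p53 and picked after its value was seen, at 1.61 (standard error 0.07, adjusted p = 2.76e-09), with n = 3 arrays per group. Perp was also higher without irradiation, at 3.09, and its interaction was 0.38 (adjusted p = 0.255). In KO vs WT, 7 were called higher and 2 lower, 25 higher and 13 lower at the adjusted p and when adjusted over the list alone, with a mean of 0.22. The adjusted p from camera was 0.0419 (adjusted p = 0.0902 with an estimated correlation, 0.0692 without KO replicate 3 and 0.0558 without KO-IR replicate 3). From KO to KO-IR, 16 were higher and 2 lower (22 and 4 when adjusted over the list alone), with a mean of 0.25 and an adjusted p of 3.19e-09 from camera. From WT to WT-IR, 3 were higher and 4 lower (6 and 7 when adjusted over the list alone). The mean was -0.01, the median 0.01, and camera placed the list up with an adjusted p of 0.352. The interaction was past the adjusted p for 12 members, all positive (19 positive and 1 negative when adjusted over the list alone), with a mean of 0.26 and an adjusted p of 7.37e-07 from camera.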

The P53 protein plays a pivotal role in DNA damage response and tumor suppression and depending on the stress signal various signaling cascades are activated. 

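A regulator of p53 and components of apoptosis were higher in KO-IR than in WT-IR cells, all by limma with n = 3 arrays per group. Mdm2, the ubiquitin ligase that degrades p53 and is itself a p53 target, was 6.11-fold higher, a log2 fold change of 2.61 (standard error 0.06, adjusted p = 9.69e-12). It rose from KO to KO-IR by 1.38, or 0.95 after quantile normalization, and its interaction of 1.35 (adjusted p = 6.66e-06) was 0.88 after that normalization. Apaf1, the scaffold of the apoptosome, was at 1.42 (standard error 0.04, adjusted p = 5.31e-11), with an interaction of 0.48 (adjusted p = 0.000964). Pmaip1, which encodes the BH3-only protein Noxa, was at 3.31 (standard error 0.17, adjusted p = 9.85e-09), or 2.70 after quantile normalization, with an interaction of 1.73 (adjusted p = 0.00271). The sestrins differed: Sesn3 was at 1.02 (standard error 0.05, adjusted p = 3.44e-09), just over 2-fold and under it after quantile normalization (0.94) or without KO-IR replicate 1 (0.99), and Sesn1 was lower, at -0.49 (adjusted p = 0.00758). The interactions of Sesn3, -0.16 (adjusted p = 0.389), and Sesn1, -0.02 (adjusted p = 0.985), did not pass the threshold.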

Important genes such as *Mdm2*(6 fold upregulated in knock out samples) invloved in cell cycle and p53 feedback loop, *Apaf1*(2.6 fold upregulated) and *Noxa* which are involved in apoptosis, *Sestrins(*3.8 fold upregulated) responsible for DNA damage repair were shown be altered due to loss of Pak1. The top 5 pathways for the non-IR and IR set are shown in Figure 6a and 6b respectively and the remaining significant pathways are shown in Tables 5 and 6. . The p-value used to compute the KEGG pathways was equal to 0.1, Bonferroni and Benjaminicorrections were applied for the analysis. (tables S5 and S6).

**Figure 6:**
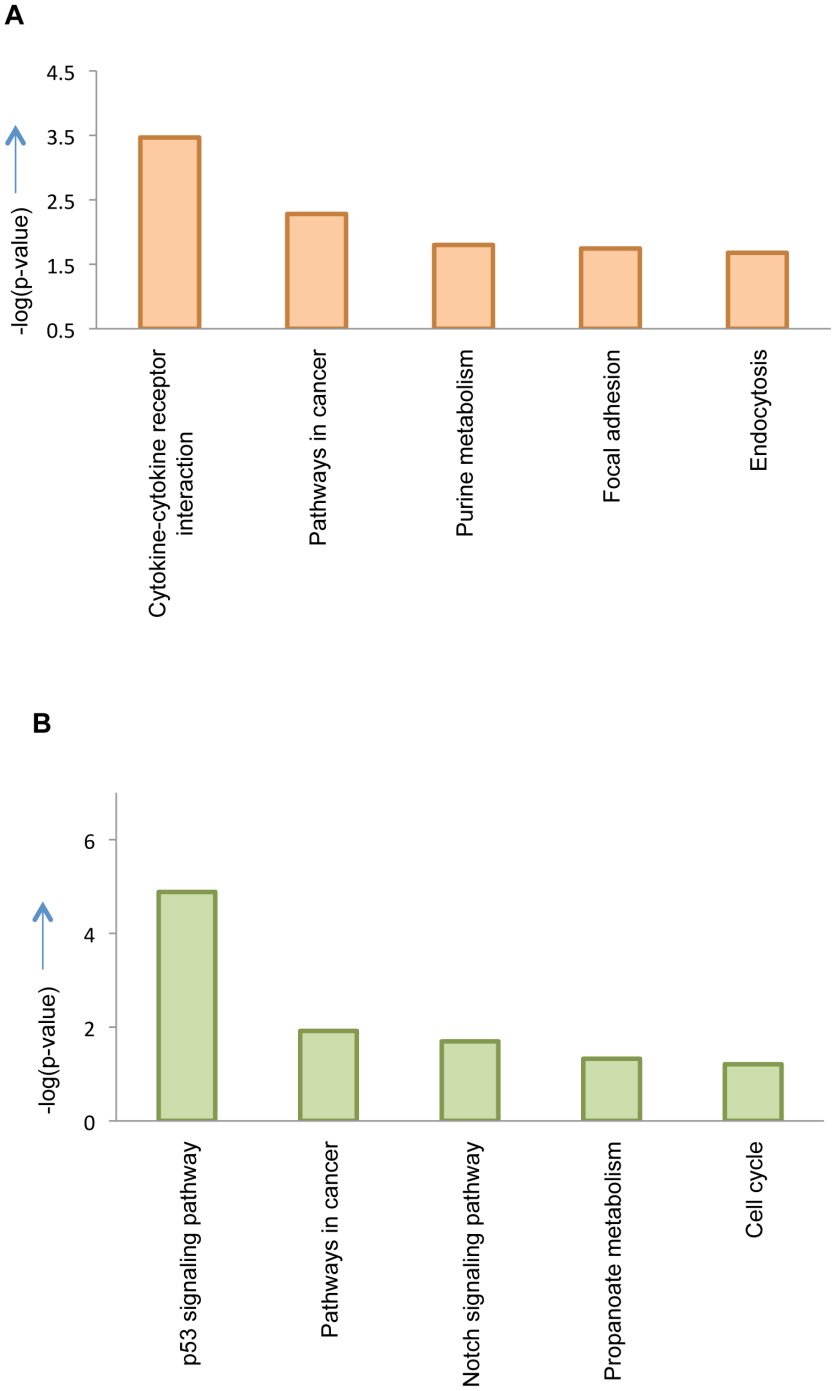
Top five KEGG pathways. DAVID tool was used to analyze differentially regulated genes to identify top pathways that were influenced by these subset of genes. Panel (A) shows the graph representing the top pathways for genes being regulated by PAK1 whereas panel (B) represents pathways for genes regulated by PAK1 in response to DNA damage. The analysis utilized p value<0.1 and Benzamini Hochberg, Bonferroni and FDR corrections were applied for minimize the number of false positives.

**Table 5:** The top KEGG pathways by DAVID tool in non-IR scenario.

Term	Count	% of genes	P-Value
Cytokine-cytokine receptor interaction	22	3.09	3.41E-04
Pathways in cancer	23	3.23	0.00523118
Purine metabolism	13	1.82	0.0158467
Focal adhesion	15	2.10	0.01796474
Endocytosis	15	2.10	0.02099121
Axon guidance	11	1.54	0.02672229
Toll-like receptor signaling pathway	9	1.26	0.03380387
Metabolism of xenobiotics by cytochrome P450	7	0.98	0.03836115
Chemokine signaling pathway	13	1.82	0.04350035
p53 signaling pathway	7	0.98	0.04613989
Cytosolic DNA-sensing pathway	6	0.84	0.05656196
Drug metabolism	7	0.98	0.06445811
Bladder cancer	5	0.70	0.0737393
NOD-like receptor signaling pathway	6	0.84	0.08537709

**Table 6:** The top KEGG pathways by DAVID tool in IR scenario.

Term	Count	% of genes	P-Value
p53 signaling pathway	8	4.10	1.31E-05
Pathways in cancer	10	5.12	0.012073
Bladder cancer	4	2.05	0.012626
Notch signaling pathway	4	2.05	0.020181
Glioma	4	2.05	0.038248
Propanoate metabolism	3	1.53	0.047369
Melanoma	4	2.05	0.049558
Chronic myeloid leukemia	4	2.05	0.058529
Cell cycle	5	2.56	0.061736
Cytokine-cytokine receptor interaction	7	3.58	0.064104
ErbB signaling pathway	4	2.05	0.080734
Apoptosis	4	2.05	0.080734
Prostate cancer	4	2.05	0.087345
MAPK signaling pathway	7	3.58	0.087658

These findings were reconfirmed using Ingenuity Pathway Analysis (IPA) (release Winter 2012) to generate a network which aggregates the genes from our data set based on known relationships, functions and diseases. The top network of Pak1 regulated genes involved “Cellular Movement, Cancer, Tissue Development”, which is in coherence with GO terms such as “regulation of cell motility”. Similarly, tissue development incorporates GO term “developmental system”. Thus, by applying two different algorithms, our analysis highlighted related pathways and functions. The network analysis brings out the major theme in Pak1 regulated genes. Similarly, the top network in Pak1 dependent IR responsive genes was the “Cellular Growth and Proliferation, DNA Replication, Recombination, and Repair, Cell Signaling” which establishes the main theme found in these sets of genes which is in agreement with the GO term functional analysis and KEGG pathways. The top 5 networks by IPA in both non-IR and IR scenarios are provided in table S7.

### Gene family classification

Having established the differentiated pathways and functions of Pak1 in IR and non-IR scenarios, we then explored the possibilities of over or under represented gene families in these sets of lists using PANTHER tool (version 7.0). PANTHER protein class tool compares the set of altered genes to the reference genome, in this case Mus Musculus, and computes if our data set is enriched with categories of gene or protein families(table S8). 

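Genes of the extracellular matrix differed in both directions between Pak1-KO and WT MEFs, and few histone genes differed. Of 36 measured matrix genes (39 listed), 8 rose and 7 fell in Pak1-KO MEFs by limma with n = 3 arrays per group, and 17 were higher and 15 lower at the adjusted p (17 and 17 when adjusted over the list alone). The proteoglycan versican, Vcan, was at a log2 fold change of -2.26 (standard error 0.05, adjusted p = 6.26e-12), the fibrillar collagen Col3a1 at -1.14 (standard error 0.05, adjusted p = 6.88e-09) and the basement membrane protein nidogen 2, Nid2, at 1.83 (standard error 0.04, adjusted p = 1.45e-11). The mean and the median of the list were both -0.05, camera placed it up with an adjusted p of 0.751 and fry down with 0.0193. Of 19 measured histone genes, 1 fell, H2az2, a variant of H2A, at -1.03 (standard error 0.11, adjusted p = 5.83e-06). At the adjusted p alone 1 was higher, H2ax, the variant phosphorylated at DNA breaks, at 0.53 (adjusted p = 3.90e-05), and 4 were lower (1 and 3 when adjusted over the list alone), with a mean of -0.08 and an adjusted p of 0.797 from camera.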

We chose the top gene families (Figure 7) based on their p-values from both the IR and non-IR sets and observed that three classes of gene families which were transcription factors, transferases and transporters were over represented for both the sets, whereas gene families like the histones and extracellular matrix genes were specific to only Pak1 regulated genes and were underrepresented in IR scenario. 

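Receptors of the tumor necrosis factor family went in both directions in KO-IR compared with WT-IR cells, by limma with n = 3 arrays per group. Fas, a death receptor and p53 target, was at a log2 fold change of 1.47 (standard error 0.12, adjusted p = 6.70e-07), with an interaction of 1.08 (adjusted p = 0.00792) that was 0.81 after quantile normalization and 0.93 without KO-IR replicate 2. Tnfrsf10b, the receptor of TRAIL, was at 2.55 (standard error 0.09, adjusted p = 6.36e-10). It was also higher without irradiation, at 1.94, and its interaction of 0.61 (adjusted p = 0.0522) did not pass the adjusted p. Tnfrsf1b was higher at 0.83 (adjusted p = 2.69e-08) without reaching 2-fold, while Tnfrsf11b, the decoy receptor osteoprotegerin, was lower at -1.26 (adjusted p = 7.51e-09) and Tnfrsf21, death receptor 6, at -1.96 (adjusted p = 1.32e-09).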

Tumor necrosis receptor family and transcription factors were over represented in IR scenarios. These gene families were also implicated in functions that were explored using GO analysis. For example, transferases were an important component of molecular functions like DNA binding and catalytic activity, many transporters involved in enzyme activity and signaling molecules, were implicated in biological processes like cellular regulation. We can see that transcription factors are the major players of genomic regulation through Pak1 in both IR and non-IR scenarios. Transcriptional targets of Pak1 have been extensively studied with respect to cytoskeleton remodeling like the estrogen receptor α (ERα), Forkhead transcription factor (Fkhr), SHARP and EMT transitions [36] but here for the first time we explore the transcriptional targets of Pak1 in many different cellular processes and in response to DNA damage which can either be directly or indirectly influenced by PAK1. To understand the transcriptional regulation of Pak1 we further analyzed if there were any distinct transcription factors governing the characteristic features of Pak1 targets in IR and non-IR scenarios.

**Figure 7:**
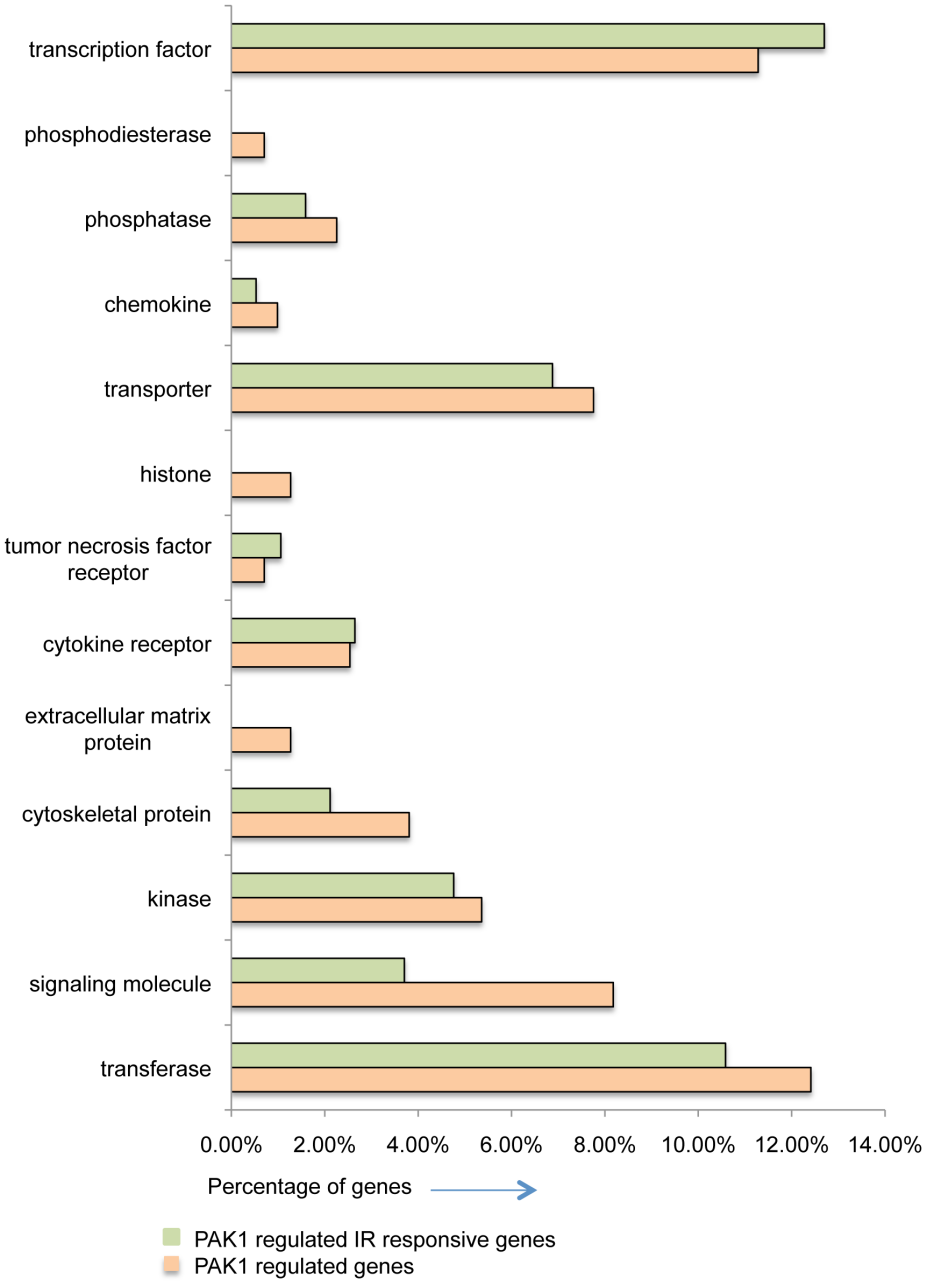
Gene family classification from PANTHER. This figure represents various gene families that are over or under represented for both IR and non-IR scenarios. The over and underrepresented families are computed by comparing the gene families in our list to a reference genome which in this case was *Mus Musculus*. Binomial distribution is applied to obtain p-values and p values<0.05 were considered. Percentage of genes for each gene family that were differentially represented are shown in the figure. Transcription factors are the most over-represented gene family in both IR and non-IR conditions.

### Transcription Factors analysis by IPA

Since we found that transcription factors were over represented in the gene families we performed the transcription factor analysis from IPA (release Winter 2012) to find the top transcription factors regulating majority of targets in both IR and non-IR scenarios. Distinct set of transcription factors were up- and down- regulated in the two scenarios. The non-IR scenario consisted of transcription factors as CEBPA, VDR, SPDEF, MLL2, and NR3C1, whereas the IR scenario comprised of TP53, ESR2, NFkB (complex), TP63, and JUN. 

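The mRNA of these factors was measured in part, and of those given here Vdr and Jun passed a 2-fold difference, by limma with n = 3 arrays per group. Cebpa, a factor of myeloid and fat cell differentiation, was at a log2 fold change of -0.14 (adjusted p = 0.332) and the epithelial factor Spdef at -0.01 (adjusted p = 0.926). Nr3c1, the glucocorticoid receptor, was slightly higher at 0.42 (standard error 0.04, adjusted p = 5.89e-06), and Vdr, the vitamin D receptor, was lower at -1.49 (standard error 0.05, adjusted p = 1.72e-10). Under irradiation, Jun, a subunit of AP-1, was higher in KO-IR than in WT-IR at 1.53 (standard error 0.06, adjusted p = 7.95e-10), with an interaction of 0.78 (adjusted p = 0.000478): it fell by 0.43 from WT to WT-IR (adjusted p = 0.00393) and was higher in KO-IR than in KO at 0.35 (adjusted p = 0.00373). Of the NF-kB family, Rela was at 0.65 (adjusted p = 1.40e-06) and Nfkb2 at 0.78 (adjusted p = 1.13e-08), and Trp63 was at -0.05 (adjusted p = 0.383). Kmt2d (the gene of MLL2), Esr2 and Nfkb1 were not analysed here.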

CEBPA, CCAAT/enhancer-binding protein alpha transcription factor is deregulated in acute myeloid leukemia which results in differentiation and increased proliferation of cells. The CEBPA is thought to be deregulated post translationally, by RNA interference or through transcriptional silencing [37]. CEBPA is predicted to regulate the expression of these upregulated or down regulated genes directly or indirectly. Few targets of this transcription factor are BTG2, CSF1R, DYNLT3, EPHX1, MT2A, and VDR. 

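Of 16 target genes that Table S9 gives for CEBPA, 15 were measured and all were differentially expressed between Pak1-KO and WT MEFs by limma, 9 higher and 6 lower, with a mean log2 fold change of 0.26. The study chose these genes among those that differed on these arrays, so the count is not independent evidence of a direction. Btg2 was higher at 1.60 (standard error 0.05, adjusted p = 2.11e-10), the dynein light chain Dynlt3 at 1.04 (standard error 0.06, adjusted p = 5.12e-08), the epoxide hydrolase Ephx1 at 2.35 (standard error 0.10, adjusted p = 2.65e-09) and the metallothionein Mt2 at 2.91 (standard error 0.12, adjusted p = 1.65e-09). Csf1r, the receptor of macrophage colony-stimulating factor, was lower at -2.26 (standard error 0.05, adjusted p = 1.13e-11), each with n = 3 arrays per group.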

We observe that VDR being a transcription factor is one of the targets of CEBPA. This kind of analysis provides insights to common targets of the transcription factors as well as the regulatory interplay among the transcription factors that might be occurring due to loss of PAK1. In the IR scenario P53 is one of the major transcriptional regulators. A network of P53 and its targets predicted from our gene list is presented at Figure 8. CDKN1A and MDM2 known to bind P53 [38] [39], the other genes that are predicted to be regulated by P53 are DGKA, ADRB2 but have not been explored till date. Such analysis and visualization can help us infer that if there is a genomic regulation between PAK1 and TP53 then all these associated molecules will be affected by this interplay and will have an effect on the downstream signaling pathways. 

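Dgka, a diacylglycerol kinase, was higher in KO-IR than in WT-IR cells, with a log2 fold change of 1.12 (standard error 0.06, adjusted p = 2.77e-08) by limma and n = 3 arrays per group, or 0.98 after quantile normalization. Its difference without irradiation was 0.58 (adjusted p = 9.74e-06), it rose from KO to KO-IR by 0.56 (adjusted p = 0.000286), and its interaction was 0.54 (adjusted p = 0.0114). Notch1, a cell surface receptor, was at 1.65 (standard error 0.04, adjusted p = 1.51e-11) in KO-IR vs WT-IR, with an interaction of 0.55 (adjusted p = 0.000354).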

The top 5 transcriptional regulators for each scenario are present in Tables 7 and 8 and the entire list is available in Tables S9 and S10.

**Figure 8:**
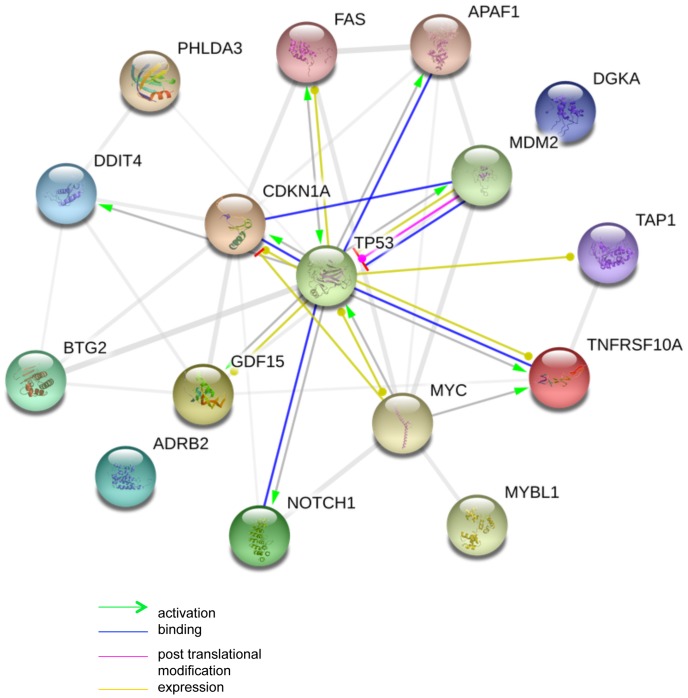
Network of P53 and its targets regulated by PAK1 using STRING database. In the figure transcription factor P53 and its targets are represented. Brown lines represent expression; blue lines represent binding, green lines represent activation of the target molecules whereas pink lines represent post translational modifications mediated by P53. MDM2, Ddit4, PHLDA3, CDKN1A are few of the P53 targets that are also influenced by *Pak1* knock out.

**Table 7:** Top transcription factors by Ingenuity Pathway Analysis in non-IR scenario.

Transcription Regulator	p-value	Target molecules in dataset
**CEBPA**	2.11E-06	BTG2,CSF1R,DYNLT3,EPHX1,IFI27,MT2A,NFIL3,PFN2,PLOD2,RGS2 ,SERPINF1,SPINT2,SPP1 ,THBD,TUBB2A,VDR
**VDR**	5.39E-06	CDKN1A,IGFBP3,PLCG1,THBD,UCP2
**SPDEF**	5.78E-06	BIRC3,CD34,CDH11,COL4A2,COL4A6,COL5A2,CTGF,ITGA6,PLAU,SMAD1,TGFB1
**MLL2**	1.21E-05	CRIP1,CRIP2,ENO3,FHL1,GPR56,GPR64,NPR3
**NR3C1**	2.58E-05	AKTIP,BIRC3,CASP4,CDKN1A,CORO2A,CTNNBL1,CUL4A,GEM,IFIH1,IL6,ING1,NLRP10,PAK1,PAX3,PHF17,PLAGL1,POGK,PTGS2,RGS2,SDPR,SH3KBP1,SMAD1,SOX4,SPP1 ,STAT6,THBD,TNFAIP2,TNFRSF10A,TNFRSF11B,TNFRSF21,TRAF3IP2

**Table 8:** Top transcription factors by Ingenuity Pathway Analysis in IR scenario.

Transcription Regulator	p-value	Target molecules in dataset
**TP53**	5.78E-05	ADRB2,APAF1,BTG2,CDKN1A,DDIT4,DGKA,FAS,GDF15,MDM2,MYBL1,MYC,NOTCH1,PHLDA3,TAP1,TNFRSF10A
**ESR2**	9.03E-05	CDKN1A,CXCL12,EREG,MYC
**NFkB (complex)**	1.10E-04	CCNB2,CDKN1A,CXCL10,CXCL12,FAS,GDF15,MDM2,MYC,TAP1
**TP63**	1.19E-04	APAF1,CDKN1A,FAS,MDM2,TNFRSF10A
**JUN**	1.43E-04	CDKN1A,CXCL10,DUSP1,EREG,JUN,MYC

### Validation

To validate the results obtained from microarray analysis we chose several differentially expressed genes that are regulated by Pak1. The selection of the genes for validation was based on the interest of laboratory, role of the gene in top functions and pathways and significant fold change regulation. They include *Ptgs2* (3.3 fold upregualted), *Tmsb4x* (3.2 fold upregulated), *Wnt10b* (2.8 fold down regulated), *F3* (2.5 fold down regualted), *Rgs4* (upregualted by 3.4 fold change), *Nipsnap1* (3 fold down regulated), and *Car12* (2.9 down regulated) from the non–IR scenario. 

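On the arrays, the genes picked for RT-qPCR differed between Pak1-KO and WT MEFs as follows, by limma with n = 3 arrays per group. Ptgs2, the inducible cyclooxygenase, was 3.46-fold higher in Pak1-KO cells, a log2 fold change of 1.79 (standard error 0.06, adjusted p = 5.94e-10). The secreted ligand Wnt10b was 3.40-fold lower (-1.77, standard error 0.09, adjusted p = 1.38e-08) and F3, the tissue factor that starts coagulation, 2.53-fold lower (-1.34, standard error 0.04, adjusted p = 9.03e-11). Nipsnap1, a mitochondrial protein, was 3.04-fold lower (-1.60, standard error 0.06, adjusted p = 7.81e-10) and the carbonic anhydrase Car12 3.07-fold lower (-1.62, standard error 0.04, adjusted p = 5.35e-11). The RT-qPCR measurements themselves were not analysed here.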

(Figure 9) and *Ddit4* (14 fold upregulation), *Eda2r* (5 fold change upregualted), *Gtse1* (3.5 fold upregualted), *Mdm2* (6 fold upregualted), *Phlda3* (3.8 fold upregulated), *Pmaip1* (9 fold upregualted), from the IR scenario (Figure 10) *DDdit4*, *Phlda3*, *Pmaip1* and *Eda2r* were all highly upregulated due to loss of Pak1 and were predicted to be involved in cell death due to ionizing radiation. 

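In fold terms, the arrays gave genes picked under irradiation, and Ddit4l as the paralog of Ddit4, the following differences between KO-IR and WT-IR cells, each past the adjusted p of limma with n = 3 arrays per group. Ddit4 was 3.08-fold higher, Ddit4l 14.3-fold (7.68-fold after quantile normalization), Eda2r 5.43-fold, Gtse1 3.67-fold, Phlda3 3.72-fold and Pmaip1 9.90-fold (6.51-fold after that normalization). Irradiation raised Ddit4 from KO to KO-IR by 1.64 (adjusted p = 2.80e-07) on the log2 scale, with -0.32 (adjusted p = 0.0559) from WT to WT-IR and an interaction of 1.96 (adjusted p = 3.94e-06). Eda2r rose by 1.76 (adjusted p = 9.47e-08) and Pmaip1 by 1.68 (adjusted p = 0.000114) in Pak1-KO cells, while in WT cells the changes were 0.19 (adjusted p = 0.199) and -0.05 (adjusted p = 0.901). Without irradiation, Pmaip1 was already higher in KO than in WT at 1.58, Eda2r at 0.87, Phlda3 at 0.82 and Gtse1 at 0.58.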

Gtse1 and Mdm2 were important targets in P53 signaling which was the top pathway in the IR scenario. The protein encoded by *Gtse1* is only expressed in the S and G2 phases of the cell cycle. During this phase it colocalizes with cytoplasmic tubulin and microtubules. In response to DNA damage, the protein aggregates in the nucleus and binds P53, thus pushing it out of the nucleus and suppressing its ability to induce apoptosis. [40]. This protein shares many functions as PAK1 like the association with cytoplasm dynamics and its localization in the nucleus. Such correlations bring out interesting association which one might want to explore. 

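Tmsb4x, which encodes the actin-sequestering thymosin beta 4, had a log2 fold change of 1.64 (standard error 0.09, adjusted p = 3.65e-08) between Pak1-KO and WT MEFs by limma, a 3.11-fold increase with n = 3 arrays per group. Relative to the median of all arrays it was at -0.72 ± 0.10 (SD) in WT and 0.91 ± 0.05 (SD) in Pak1-KO cells on the log2 scale. Rgs4, a GTPase-activating protein for heterotrimeric G proteins, was 3.76-fold higher (1.91, standard error 0.08, adjusted p = 3.10e-09). Under irradiation the difference in Rgs4 was smaller, at 1.15 (adjusted p = 2.16e-07), and its interaction of -0.76 (adjusted p = 0.00697) was negative.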

From the non-IR dataset, we chose to validate the alteration of Thymosin beta 4, X-linked (*Tmsb4x*) and regulator of G-protein signaling 4 (*Rgs4*) that were up-regulated in the Pak1-KO MEFs as compared with WT MEFs revealed by microarray analysis. *Tmsb4x* gene encodes an actin sequestering protein which binds to and sequesters actin monomers (G actin) and therefore plays a role in regulation of actin polymerization [41], [42]. The protein is also involved in cell proliferation, migration, and differentiation. Recent study revealed that *Tmsb4x* is likely to be ERβ target gene identified by microarray analysis of altered gene expression in ERβ-overexpressing HEK293 cells [43], and induced under hypoxic conditions in murine melanoma B16 (F10) cells [44]. Overexpression of *Tmsb4x* is associated with increased invasion of SW480 colon carcinoma cells and the distant metastasis of human colorectal carcinoma [45]. Regulator of G protein signaling (RGS) proteins are GTPase-activating proteins for heterotrimeric G proteins. RGS4, has been to increase cell adhesion and migration in human glioma cells [46] and promote cell survival of thyroid cancer cell [47]. By contrast, the tumor suppressor function of RGS4 was also proposed. Also RGS4, is associated with cancer cell motility and shown to selectively inhibit *Rac*-activated lamellipodia formation in breast cancer cells [48]. Pak1 is also known to induce lamellipodia, filopodia and membrane-ruffle formation [1], [3]. More importantly, both proteins have been shown to play a critical role in breast cancer manipulating cell motility but no connection between them is reported so far. Further studies are needed to uncover such relationships between molecules which might lead to novel therapeutic interventions. Till now no studies have reported the regulation of these genes by Pak1. Based on these observations, we hypothesize that these targets are novel and their regulation by Pak1 could be further explored.

**Figure 9:**
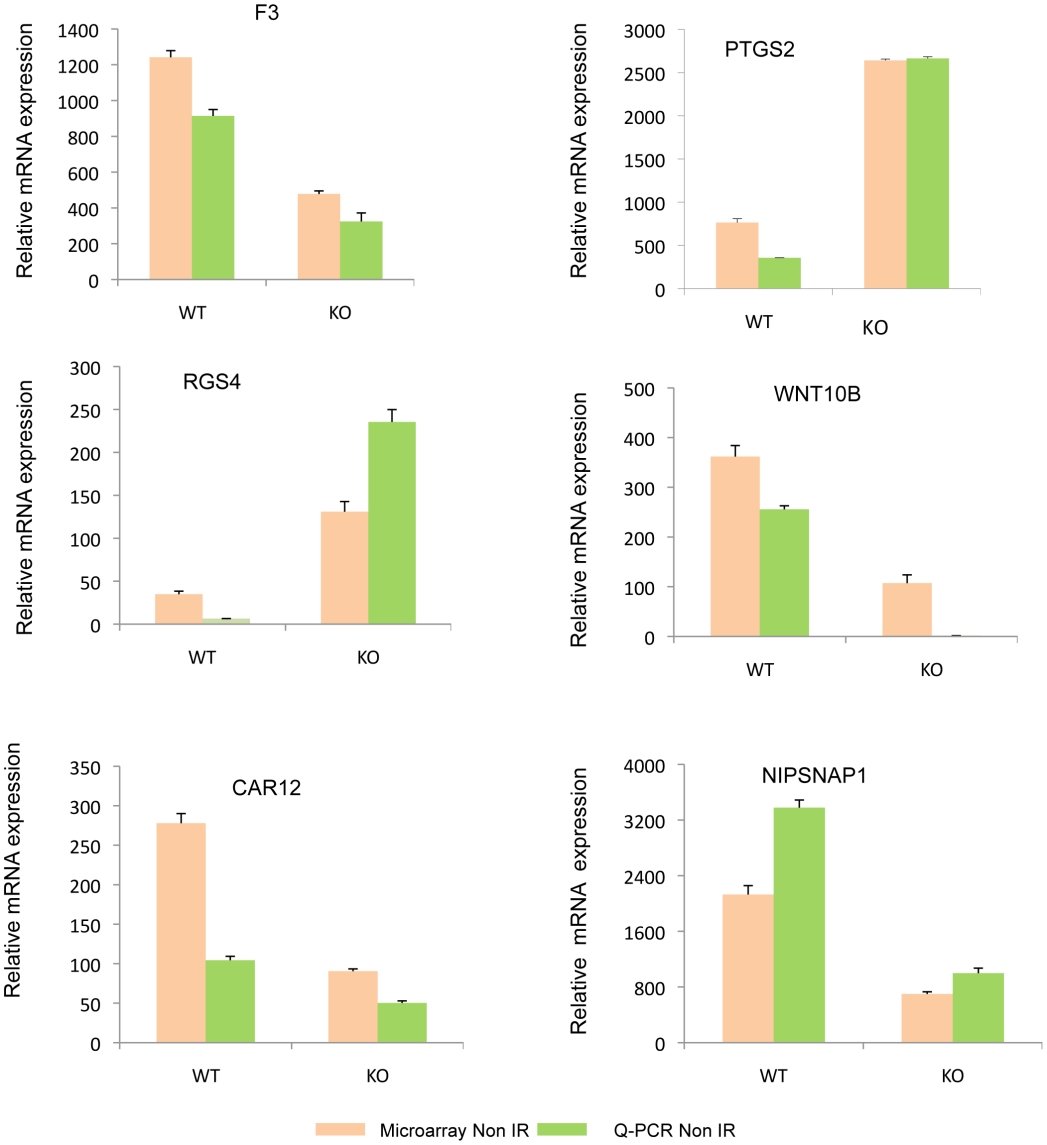
Microarray validation of targets regulated by PAK1. The RT-qPCR was performed in duplicates for each of the triplicate WT and *Pak1-*KO RNA sample from MEFs. The relative mRNA expression levels is represented in the figure and the p-values were computed. The orange bars show the expression data from Microarray and the green bars represent expression levels obtained by q-PCR. The Ct values of the genes were normalized with the Ct values of 18S.

**Figure 10:**
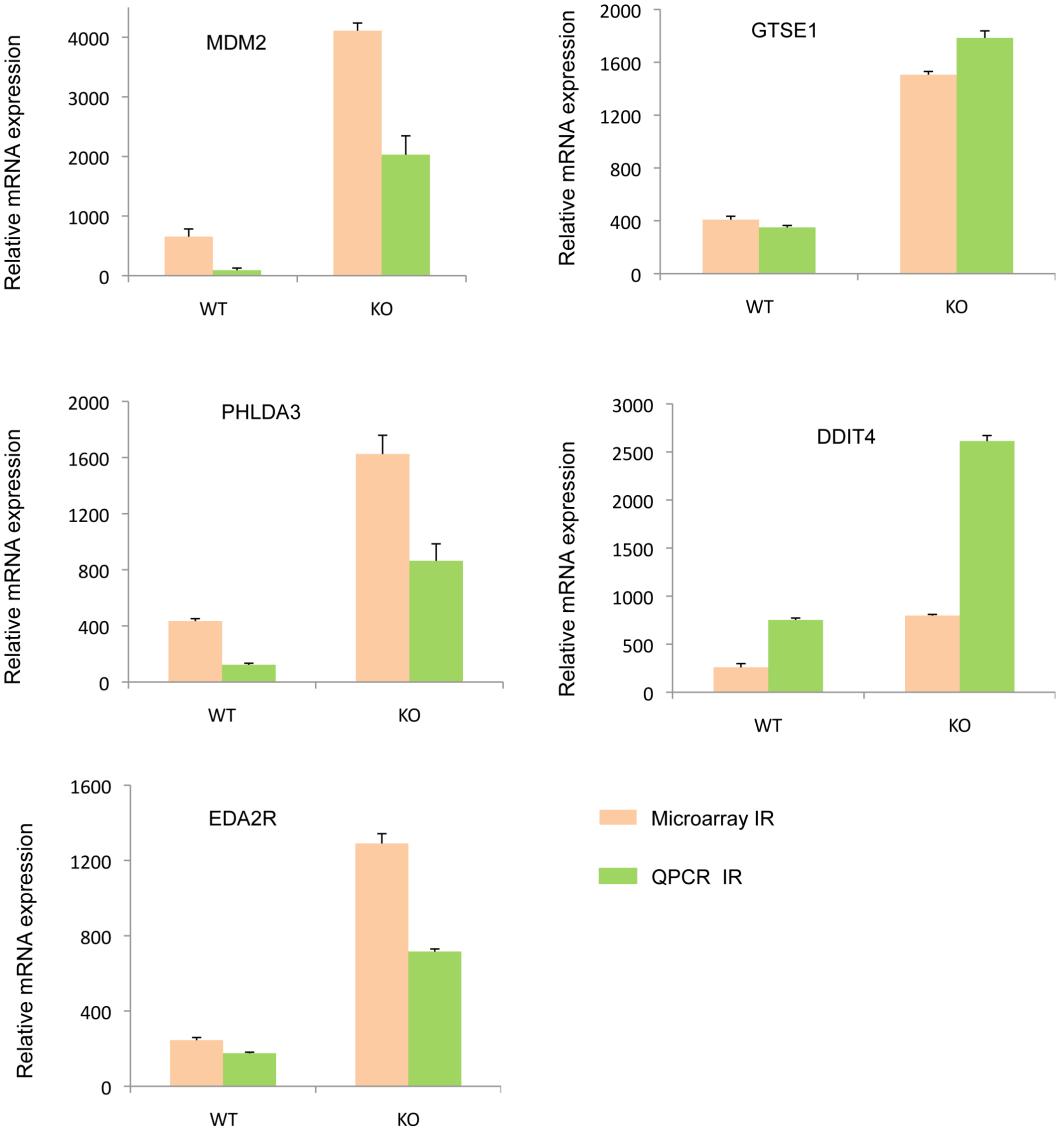
Microarray validation of targets regulated by PAK1 and responsive to IR. The RT-qPCR was performed in duplicates for each of the triplicate WTIR and KOIR RNA sample. The WT and *Pak1*-KO RNA samples from MEFs were subjected to ionizing radiation. The relative mRNA expression is represented in the figure and the p-values were computed. The orange bars show the expression data from Microarray whereas the green bars represent expression levels obtained by q-PCR. The Ct values of the genes were normalized with the Ct values of 18S.

## Conclusions

In summary, in this study we provide the first genome-wide analysis of Pak1 target genes upon exposure to a DNA damaging agent. A total of 732 probe sets were identified to be differentially expressed in wild-type and Pak1-knockout cells and 199 that were regulated by Pak1 and were responsive to ionizing radiation. Gene ontology, KEGG pathway and IPA network analyses revealed that these differentially expressed genes are involved in specific cellular processes, signaling pathways, and gene networks. The genes that were regulated by Pak1 in IR scenario were specifically involved in cell cycle arrest and apoptotic events in response to DNA damage. This is important because the inability to control cell cycle progression is the root cause of cancer development. To target one of the most elementary steps is very important in order to cure a disease. 

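DNA repair genes showed few large changes. Of 37 measured (46 listed), 1 rose and 1 fell in KO vs WT by limma with n = 3 arrays per group: Fanca, of the Fanconi anemia complex, at a log2 fold change of 1.29 (standard error 0.03, adjusted p = 4.85e-11), and Lig4, the ligase of non-homologous end joining, at -1.95 (standard error 0.10, adjusted p = 1.10e-08). At the adjusted p alone 10 were higher and 17 lower (10 and 18 when adjusted over the list alone), among the lower ones Rad52 at -0.77 (adjusted p = 5.06e-08) and Ercc2 at -0.80 (adjusted p = 8.11e-08), with a list mean of -0.11 and an adjusted p of 0.352 from camera. In KO-IR vs WT-IR, 3 were called higher and 1 lower, and 10 were higher and 18 lower at the adjusted p, also when adjusted over the list alone. The translesion polymerase Polk was at 1.56 (standard error 0.07, adjusted p = 5.18e-09) and the nucleotide excision endonuclease Ercc5 at 1.29 (standard error 0.05, adjusted p = 1.12e-09), with a list mean of -0.08 and an adjusted p of 0.148 from camera. The interaction was positive for both, 1.05 (adjusted p = 0.000278) for Polk and 0.75 (adjusted p = 0.000230) for Ercc5, the 2 members past the adjusted p (3 positive and 3 negative when adjusted over the list alone). The mean interaction was 0.03, and camera placed the list down with an adjusted p of 0.613. From KO to KO-IR, 4 were higher and 2 lower, also when adjusted over the list alone, with a mean of 0.03 and an adjusted p of 0.619 from camera. From WT to WT-IR, 2 were higher, Brca1 and Parp1, and 1 lower (3 and 2 when adjusted over the list alone), with a mean of 0.00, a median of -0.03 and an adjusted p of 0.220 from camera.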

Genes involved in cellular growth proliferation, DNA replication, recombination and repair formed the most significant cluster in our dataset which leads us to the hypothesis that most of the genes affected by Pak1 knock out are involved in repairing the DNA damaged by ionizing radiation which lead to better cell survival. This data set opens new avenues of understanding the genomic regulation of these genes by Pak1 which can provide an insight into genomic instability of the cancer genome. The data analysis also revealed a genomic regulation between Pak1 and major transcriptional regulators such as P53, NF-kB, JUN that control a big cluster of targets. Genome wide microarray analysis has been performed for the first time to indentify the role of Pak1 and its regulatory targets during genotoxic insults such as DNA damage. In contrast, in the non-IR condition where functions of Pak1 in areas such as developmental process and metabolic process functions still remain very poorly defined, our data provides a rich source for future investigation. The data analysis also reveals class of signaling molecules, histones and enzymes being significantly affected by the loss of Pak1. The association of Pak1 with histones and transcription factors provides new targets that can be tested for its association with nucleus and the chromatin. Accumulating evidence has pointed out that there are several potential mechanisms responsible for PAK1 regulation of gene transcription. First, nuclear PAK1 associates with chromatin and regulates histone modifications such as phosphorylation of histone H3 at serine 10, which in turn directs gene transcription [13], [14]; second, PAK1 may interact with and phosphorylate transcription factors, transcription coregulators, or chromatin remodeling factors, thus regulating the bindings of the transcription machinery to nucleosomal DNA and consequently, gene transcription. A case in point is that PAK1 interacts with and phosphorylates transcriptional corepressor SHARP and enhances SHARP-mediated repression in Notch signaling [49]. Similarly the families of signaling molecules and enzymes can be tested for various developmental and metabolic processes. The presented data on one hand re-emphasizes the overall known function of Pak1 and the identification of new targets also definitely points to the unexplored biological functions of Pak1. Collectively, these identified candidate targets of Pak1 and their associated functional analysis may provide new avenues to further explore the possibility of developing these targets as biomarkers as well as identifying novel functions and regulatory mechanisms of Pak1.

## Materials and Methods

### Cell culture, Ionizing radiation treatment and RNA isolation

Pak1 WT and Pak1 KO MEFs [50] were maintained in DMEM/F-12 medium supplemented with 10% fetal bovine serum and 1× antibiotic-antimycotic solution in a humidified 5% CO_2_ at 37°C. All cell culture reagents were purchased from Invitrogen (Carlsbad, CA). Cells were irradiated with a Nasatron 137Cs irradiator (U.S. Nuclear, Burbank, CA) at a dose rate of 3.04 Gy/min at room temperature. Control cultures were identically processed but not irradiated. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) following the protocol provided by the manufacturers, and then purified using RNeasy Mini Kit (Qiagen, Valencia, CA) and tested for integrity on RNA 6000 NanoChips using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### Microarray gene expression assays and data analysis

Microarray gene expression assays and data analysis has been performed as described previously [51]. In brief, rRNA reduction of the purified total RNA samples was performed using the RiboMinus™ Transcriptome Isolation Kit (Invitrogen, Carlsbad, CA). The rRNA-reduced samples were then amplified and labeled using the GeneChip® Whole Transcript cDNA Synthesis/Amplification Kit and GeneChip Whole Transcript Terminal Labeling Kit (Affymetrix, Santa Clara, CA). Labeled single-stranded DNA samples were then prepared in a volume of 220 µl of hybridization mixture using the Hybridization Module of the GeneChip Hybridization, Wash and Stain Kit from Affymetrix. For each sample, 200 µl of hybridization mixture was hybridized on a GeneChip Mouse Exon 1.0 ST Array (Affymetrix, Santa Clara, CA), which contains more than 266,000 probe sets, at 45°C with 60 rpm rotation in an Affymetrix Hybridization Oven 640 for 17 h. Following hybridization the arrays were scanned on an Affymetrix GeneChip Scanner 3000 7G, after the wash and staining on an Affymetrix Fluidics Station 450.

For microarray data analysis, results were saved as a .CEL file using the Command Console for each of the arrays. Data were processed in GeneSpring GX by statistical analysis using unpaired *t* test with *p* value computations done asymptotically and multiple corrections as Benjamin Hochberg, FDR were applied with a *p* value cut-off of 0.05. Heat map analysis of the identified genes for individual arrays was performed using MultiExperiment Viewer version 4.4. Gene ontology (GO) analysis was performed using GeneSpring GX 10.0.2. The data discussed in this publication has been deposited in NCBI's Gene Expression Omnibus [52] and are accessible through GEO Series accession number GSE47503 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47503).

### Pathway and functional analysis

Gene Ontology analysis from GeneSpring GX 10.0.2. was used to identify GO terms , molecular functions and biological processes at a p value cut off set to 0.1. The datasets of differentially expressed genes in the WT and Pak1-KO as well as PAK1 regulated IR responsive genes, were analyzed using Ingenuity Pathway Analysis to discover relationships between the genes. DAVID 6.7 was used to perform the pathway analysis using the KEGG pathways. The Fisher's exact test was used to identify significant functions and pathways represented within the respective datasets.

### RT-qPCR and Western blot analysis

RT-qPCR and Western blot analysis were performed following the protocol described previously [53], [54]. In brief, total RNA was isolated by using TRIzol reagent (Invitrogen), and 2 µg of total RNA was reverse-transcribed using the SuperScript III First-strand synthesis system for reverse transcriptase-PCR (Invitrogen). Quantitative PCR (QPCR) was done by using iQ™ SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA) on an iCycler iQ real-time PCR detection system (Bio-Rad Laboratories, Hercules, CA). The real time PCR Ct values for specific genes were normalized to housekeeping control 18S. Primer sequences are available on request.

For Western blot analysis of Pak1 expression in the WT and Pak1-KO MEFs, protein extracts were prepared by lysing the cells in the RIPA lysis buffer containing 50 mM Tris-HCl (pH 7.4), 1% Nonidet P-40, 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid, 0.25% sodium deoxycholate, 1×protease inhibitor mixture (Roche, Indianapolis, IN), and 1× phosphatase inhibitor mixture I and II (Sigma, St. Louis, MO), and protein concentrations were determined by using Bio-Rad *DC* Protein Assay reagents (Bio-Rad Laboratories, Hercules, CA). Cell lystaes were then resolved by sodium docecyl sulfate-polyacrylamide gel electrophoresis, transferred to nitrocellulose membranes, and incubated with respective antibodies. Rabbit polyclonal anti-Pak1, mouse monoclonal anti-vinculin primary antibodies, and horseradish peroxidase-coupled secondary antibodies were obtained from Bethyl Laboratories (Montgomery, TX), Sigma-Aldrich (St. Louis, MO), and Amersham Biosciences (Piscataway, NJ), respectively.

## Supporting Information

Table S1 **Pak1 target genes with a fold change ≥±2.0 and with the p-value<0.05.**
(XLSX)

Table S2 ***Pak1*** **influenced genes after ionization radiation treatment with a fold change ≥±2.0 and with the p-value<0.05.**
(XLSX)

Table S3 **Gene ontology terms involved in the WT vs PAK1 KO samples.**
(XLSX)

Table S4 **Gene Ontology terms for** ***Pak1*** **influenced DNA damage response genes.**
(XLSX)

Table S5 **KEGG pathways by DAVID tool in non-IR scenario.**
(XLSX)

Table S6 **KEGG pathways by DAVID tool in the IR scenario.**
(XLSX)

Table S7 **The top networks by IPA in both non-IR and IR scenarios.**
(XLSX)

Table S8 **Over or under represented gene families in Pak1 target genes and** ***Pak1*** **influenced genes after ionization radiation.**
(XLSX)

Table S9 **Transcription factors regulating Pak1 targets.**
(XLS)

Table S10 **Transcription factors regulating Pak1 influenced DNA damage response genes.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

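The authors isolated RNA from 12 samples of SV40-immortalised murine embryonic fibroblasts (WT, KO, WT-IR and KO-IR, 3 each), reduced ribosomal RNA, hybridised labelled cDNA to Affymetrix Mouse Exon 1.0 ST arrays and normalized the arrays in Gene Spring GX. The authors made the deposited log2 values, per the sample descriptions, with Gene Spring GX, and centred each probe set on its median over the 12 arrays: the largest distance of a probe set's median from 0 was 5e-07. The values ran from -3.30 to 3.37. The absolute signal is therefore not part of the values used, and 3 kinds of alternatives set before the data were examined were not run: filters on dim probe sets at the 20th percentile and at the median of mean signal, a mean-variance trend in the eBayes step, and the trend combined with the robust option for the interaction. No raw image data were processed, and no normalization was added in the main fit.

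All 16755 probe sets of 12 arrays were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings, 4 group means, 8 residual and 3.48 prior degrees of freedom). The contrasts were KO vs WT, KO-IR vs WT-IR, WT-IR vs WT, KO-IR vs KO and the interaction of genotype and irradiation. P-values were adjusted by Benjamini-Hochberg over all probe sets of a contrast, and a probe set was called at an adjusted p under 0.05 and a fold change of at least 2. The authors used an unpaired t-test in Gene Spring GX with the same correction and thresholds. The filters for genes that depend on Pak1 and on irradiation followed the paper: called in KO-IR vs WT-IR, not called in WT-IR vs WT, and either not called in KO vs WT or called with a fold change that differs. The paper gives no tolerance for that difference, and 1.5-fold was set before the data were examined. Shares of higher probe sets carry Wilson intervals. The files do not state what makes a replicate independent beyond the words biological rep, so a p measures the spread between these samples. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

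Gene symbols came with the deposited values, and 14941 of the 14996 probe sets with 1 symbol matched a gene name of the mouse reference GRCm38.p6. The named genes were chosen by a rule written before the data were examined, though the paper's tables had been seen: every gene the paper names in its text, tables and gene figures with the Pak family, the 10 higher and 10 lower called probe sets of 1 symbol with the largest fold per comparison whose arrays do not overlap between the groups, and the 4 members of each gene list with the smallest adjusted p. Genes outside that rule are named as well, such as Ccl2, Pdgfrb, Tgfb2, Tgfb3 and Tnfrsf1b. Not all of them are marked in the text as chosen after their values were seen.

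There were 22 gene lists, written before the data were examined and after the paper's tables had been read: p53 targets, the KEGG p53 signaling pathway, proliferation, DNA repair, ribosome biogenesis, and interferon response with antigen presentation in all 5 contrasts, and for KO vs WT alone actin and contraction, extracellular matrix, cytokines with growth factors and receptors, Hox, imprinted, Y-linked, histone and Pak family genes, and markers of fibroblasts, epithelium, endothelium, neural and Schwann cells, skeletal muscle, macrophages, pluripotency and mesothelium. A list that holds genes of those tables is not independent evidence of its direction. Each list was tested with camera at an inter-gene correlation of 0.01 on 14860 genes, with the 46 tests adjusted together. The design had named the probe set with the highest mean signal to stand for each of 135 genes with several probe sets. As that signal is absent, the mean of a gene's probe sets was used.

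Each result was recomputed with the methods' t-test, with only the groups compared, with the replicate number as a block, after quantile normalization, with arrays centred on their medians, with a fold threshold of 1.5 or none, with probe sets of 1 symbol only, without each array in turn, and for lists with an estimated correlation in camera and with fry. After the data were seen, the robust option of eBayes was added in place of the trend. The fit was tested on simulated data of 16755 probe sets: all simulated changes of 2-fold and 4-fold passed the adjusted p in every contrast, and of 1.5-fold changes 97.0% did in KO vs WT and 94.0% in the interaction. Beside the 67, 67 and 66 probe sets per contrast changed by 1.5-fold, 2-fold and 4-fold, unchanged ones that passed numbered 7 in KO vs WT, 20 in KO-IR vs WT-IR, 6 in WT-IR vs WT, 17 in KO-IR vs KO and 14 in the interaction. In a further simulation the p53 targets were raised by a log2 change of 0.3 in the KO and KO-IR arrays. Of the 2 tests of that list in KO vs WT and KO-IR vs WT-IR, 2 passed. Of the 44 other tests 2 passed, both of the KEGG p53 list, which shares genes with the p53 targets. The simulated noise was independent between probe sets, so false calls under correlation between genes were not checked.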

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

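For the p53 targets, the tests of an unirradiated WT-IR group, of exchanged arrays and of T antigen activity were set only after the result was seen. So was the breakdown of the permutations by KO labels. The gene list was written before the data were examined, but after the paper's tables from these samples had been read. The tests of the scaling between arrays and of additive simulated arrays were set before their values were.

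The response to irradiation differed between the genotypes by a test of the difference itself, the interaction in limma. It was past an adjusted p of 0.05 and a 2-fold size for 25 probe sets, and the p53 targets had a mean interaction of 0.67. Of the genes named, these had positive interactions past those thresholds: Btg2 (2.45), Ddit4l (2.34), Inka2 (2.15), Ddit4 (1.96), Cd80 (1.81), Trp53inp1 (1.80), Pmaip1 (1.73), Cdkn1a (1.64), Eda2r (1.57), Sesn2 (1.51), Mdm2 (1.35), Gtse1 (1.30), Mybl1 (1.15), Fas (1.08), Phlda3 (1.07) and Polk (1.05). Each was raised more by irradiation in Pak1-KO than in WT cells. The only negative call was Polr2h, at -1.15 (adjusted p = 0.0223). In a comparison that the paper does not report, KO-IR with KO, 24 probe sets were called, all higher in KO-IR, and at the adjusted p alone 567 were higher and 489 lower. After quantile normalization 14 probe sets were called for the interaction and 13 in KO-IR vs KO, and the interactions of Cdkn1a (0.95), Mdm2 (0.88), Fas (0.81), Phlda3 (0.79) and Mybl1 (0.76) fell below 2-fold. Polk and Polr2h were not among the genes followed singly after it.

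With 3 arrays in each group, the 6 arrays of a comparison can be split in only 10 ways, too few for a test. The real split called 740 probe sets in KO vs WT, 847 in KO-IR vs WT-IR, 1 in WT-IR vs WT and 24 in KO-IR vs KO, and kept 206 after the filters, and the highest of the other splits was 0 for each, so that 1 of 10 splits reached the real number. For the interaction, irradiation labels were permuted within each genotype: 6 of 100 groupings, the real one included, called at least as many probe sets as the real 25, the highest other being 42, so chance is not excluded for that count. All 6 kept the real KO labels, as 14 of the 100 did, and with other KO labels the highest count was 3. For the mean of the p53 targets the real grouping alone, 1 of 100, reached its size of 0.67, with 0.658 as the highest other and 0.259 as the highest with other KO labels. The size thus followed the split of the KO and KO-IR arrays, of which there are only 10. The 1 of 100 is therefore not to be read as a p-value.

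The p53 targets rose after irradiation in Pak1-KO cells and not in WT cells. Scaling between arrays is not the whole cause, since their mean interaction was 0.47 after quantile normalization. How far scaling had a part was not decided, as that step moves values centred per probe set by construction. A WT-IR group that was not irradiated is argued against: of the 416 probe sets past the adjusted p in WT-IR vs WT, 86.5% moved the same way in KO-IR vs KO, where 1000 rotations of the residuals gave a median of 57.0% and at most 83.7%, though a difference in handling shared by all irradiated samples was not tested. An exchange of 1 WT and 1 WT-IR array is argued against as well, since with any of 9 such pairs exchanged back the mean of the p53 targets in WT-IR vs WT was at most 0.00197. A WT line with more active T antigen, which binds p53, could give this pattern. The mean of the proliferation list in KO vs WT was -0.0838 (95% interval over its genes -0.21 to 0.05). That interval treats the genes as independent and does not measure the spread between lines. The list also does not measure how far T antigen binds p53. That explanation and an effect of Pak1 loss therefore cannot be told apart.

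Blocks of neighbouring genes were lower or higher together in Pak1-KO cells, a pattern sought and tested after it was seen. In 287 blocks of 50 neighbouring genes, 6 had a median log2 fold change below and 4 above the range of 10000 shuffles of the genes (-0.22 to 0.21), the lowest being the block from Mri1 to Brd7 on chromosome 8, which holds the paper's Ier2, followed there by the block from Insr to Tubgcp3 (-0.52), which holds Cers4. Noise of the unirradiated arrays is excluded, since the lowest block had a median of -0.68 in KO-IR vs WT-IR as well. The next lowest block after these, from Smim7 to D8Ertd738e (-0.35), also lay on chromosome 8. Of the blocks above the range, those with medians of 0.208, 0.214 and 0.256 lay on chromosome 8 too, and that with 0.259 on chromosome 4. Whether the shifted blocks gather on 1 chromosome was not tested. A difference in gene copy number between the lines, loss of Pak1 itself and another difference between the lines cannot be told apart here. The lowest block's median was -0.74 in KO vs WT, and no more than 1 line per genotype is known from the sources used here. That 92.5% of the block's genes past the adjusted p were lower in KO-IR vs WT-IR does not decide it, because the block was picked for its shift between the same lines, and for other low blocks that share was 90.3%, 85.7%, 89.3% and 74.3%.

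The number of genes kept by the filters may in part come from genes near the fold threshold. In 20 simulations of arrays with additive effects of genotype and irradiation, a mean of 73.6 probe sets were kept (59 to 103), which is 35.7% of the real 206. That lies between the bounds set before the simulation (at least 50% for threshold noise as the main source, under 10% against it), so noise at the threshold and a dependence on both factors cannot be told apart for the list as a whole. For the 62 of the 206 past the adjusted p of the interaction, the simulations gave 0. They held no interaction and independent noise by design, so that 0 adds nothing to the interaction test itself.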

How the results depend on the processing

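All alternatives but the robust option were set before the data were examined. Alternatives that need the absolute signal (filters on dim probe sets, a mean-variance trend, the trend with the robust option) were not run, so how far low signal limits the calls is unknown. Of the counts and shares, 43 stayed within 1.5 times the main value or within their interval and 15 moved, 157 list tests kept their side of the threshold, 5 of them with a turned direction, and of named genes 528 did and 11 became weaker. The cause of the changes below was not tested.

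With no fold threshold the counts were 7230 in KO vs WT, 7470 in KO-IR vs WT-IR, 416 in WT-IR vs WT, 1056 in KO-IR vs KO and 230 for the interaction, and with 1.5-fold 2094, 2379, 10, 89 and 83, as fewer conditions let more through by construction. The methods' t-test called 0 in WT-IR vs WT. Quantile normalization left 13 in KO-IR vs KO and 14 for the interaction, and a share of 50% higher among the probe sets kept by the filters. On values already centred per probe set, that step tends to match the sizes of increases and decreases between the genotypes. Part of the changes it made in shares and folds therefore arises by construction. The interaction in place of the fold comparison kept 79.

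Without 1 array each, WT-IR vs WT called 0 to 2. The adjusted p ranged from 0.0428 to 0.0782 for Hox genes and from 0.0330 to 0.0692 for the KEGG p53 list in KO vs WT, and for proliferation from 0.000259 to 0.0905 in KO-IR vs KO and from 0.0251 to 0.478 in the interaction.

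With an estimated correlation these lists no longer passed: KEGG p53 in KO vs WT (0.0902), proliferation in KO-IR vs KO (0.178), Y-linked genes (0.0703), and ribosome biogenesis in KO vs WT (0.0918), KO-IR vs WT-IR (0.0749), WT-IR vs WT (0.178) and the interaction (0.443).

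The test fry, which asks whether a list's own members move rather than whether they move more than other genes, reversed the direction for p53 targets in WT-IR vs WT (adjusted p = 0.0198), matrix genes (0.0193) and fibroblast markers (1.18e-06), and past no threshold for KEGG p53 (0.221) and interferon genes (0.310) in WT-IR vs WT and DNA repair in the interaction (0.421). Quantile normalization turned interferon genes, past no threshold, in KO-IR vs KO (0.440) and the interaction (0.371). With fry, ribosome biogenesis no longer passed in WT-IR vs WT (0.0701) and the interaction (0.241). It passed lists that camera did not: proliferation in KO vs WT (0.00280), KO-IR vs WT-IR (0.000578) and WT-IR vs WT (0.00850), DNA repair in KO vs WT (0.00437) and KO-IR vs WT-IR (0.0392), and in KO vs WT cytokines (1.01e-05), Hox (2.29e-05), imprinted (4.54e-07) and Pak family genes (0.00280) and the markers of epithelium (5.31e-08), endothelium (6.33e-06), neural cells (0.0183), macrophages (3.18e-06), pluripotency (3.96e-06) and mesothelium (2.85e-06).

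With the replicate number as a block, 740, 847, 1, 24 and 24 probe sets were called in the same order. The numbers do not pair the samples: 3 of 18 pairs of equal number correlated above 0.1 (range -0.144 to 0.211), and 4 of 12 arrays correlated best with their own number.

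Of single genes, quantile normalization took below 2-fold Sesn3 (0.94) and Dgka (0.98) in KO-IR vs WT-IR, Mdm2 (0.95), Mybl1 (1.00) and Cxcl10 (0.81) in KO-IR vs KO, and the interactions of Cdkn1a (0.95), Mdm2 (0.88), Fas (0.81), Phlda3 (0.79) and Mybl1 (0.76). It also moved folds by over 1.5 times without ending their calls: in KO-IR vs WT-IR, on the log2 scale, Cdkn1a to 3.84, Trp53inp1 to 3.62, Btg2 to 3.22, Cd80 to 3.16, Cxcl10 to 2.99, Ddit4l to 2.94, Pmaip1 to 2.70 and Inka2 to 2.52, in KO-IR vs KO Btg2 to 1.75, Ddit4l to 1.502, Inka2 to 1.48, Trp53inp1 to 1.18, Cd80 to 1.10 and Cdkn1a to 1.07, in the interaction Btg2 to 1.69, Inka2 to 1.52, Ddit4l to 1.49, Cd80 to 1.18 and Trp53inp1 to 1.05, and in KO vs WT Rps6ka6 to -5.22, Igfbp3 to -4.44, Has2 to -4.38, Sox2 to -4.35, Eif2s3y to -4.09, Tgfbi to -3.96 and Bdkrb1 to -3.74, with Tafa5 15.2-fold lower. The t-test no longer passed Slbp. Without 1 array, Sesn3 reached 0.99 and the interaction of Fas 0.93, and Fas in KO-IR vs KO passed 2-fold at 1.13.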

Differences from the paper's values

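Of 94 fold changes that the paper states in its text and tables, 83 could be compared, and 80 of them did not differ by more than 1.5 times and the spread between replicates. The exceptions were P2ry14, Setd8 and Ddit4. The methods' t-test and the replicate block leave a fold change as it is by construction, so they are no check on these differences. The methods' t-test, the replicate block and arrays centred on their medians each left 3 that differed, and quantile normalization 16: besides Setd8 and Ddit4, the decreases of Rps6ka6 (37.4-fold, the paper's 17.81), Sox2 (20.3, the paper's 12.38), Has2, Igfbp3, Eif2s3y, Tafa5, Tgfbi, Bdkrb1 and Thbd became larger than the paper's, and the increases of Pdlim1 (24.7, the paper's 44.63), Cdkn1a (14.4, the paper's 26.87), Trp53inp1, Btg2 and Ddit4l smaller.

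P2ry14 is 10.97-fold higher in the paper's Table 1 and was 21.0-fold higher in Pak1-KO than in WT MEFs here. After quantile normalization it was 15.5-fold, which no longer differs, while with arrays centred on their medians it still does. The methods' t-test and the replicate block cannot change it. The paper's Table S1 gives that value to P2ry14 together with Med12l.

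Setd8 is 15.69-fold higher in KO-IR than in WT-IR cells in the paper's Table 3, and the probe set of Kmt5a, its current symbol, had a fold change of 0.867 here. It differs also after quantile normalization and with arrays centred on their medians. The paper's Table S2 gives that value to Cd80 together with Setd8, and Cd80 was 15.2-fold higher here.

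Ddit4 is 14-fold higher in the paper's text and was 3.08-fold higher in KO-IR than in WT-IR cells here. That difference stayed after quantile normalization and with arrays centred on their medians. The paper's Table S2 has 3.03 for Ddit4 and 14.3 for Ddit4l.

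The count of probe sets called in KO vs WT was 740 here and is 731 in the paper, and 206 were kept by the filters where the paper has 199. Neither differs by 1.5 times at the paper's thresholds. The paper names Pdlim1 as the gene with the largest increase, while Sgce (46.1-fold) stood above Pdlim1 (34.6-fold) here.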

Other observations

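Genes of the interferon response and of antigen presentation were higher in Pak1-KO MEFs. Of 32 measured (41 listed), 10 rose and 0 fell with a 2-fold change, and 26 were higher and 1 lower at the adjusted p of limma, also when adjusted over the list alone, with a mean log2 fold change of 0.79 and an adjusted p of 1.28e-10 from camera (0.00245 with an estimated correlation). Cxcl10 had the largest change of the list (2.84, standard error 0.08, adjusted p = 8.48e-11). The antiviral factors Parp12 (2.31, standard error 0.06, adjusted p = 3.82e-11) and Trim25 (2.28, standard error 0.06, adjusted p = 2.81e-11) and the GTPase Irgm1 (2.14, standard error 0.07, adjusted p = 4.00e-10) were also higher, with n = 3 arrays per group. In KO-IR vs WT-IR the mean was 0.87, with 11 called higher, 27 higher and 1 lower at the adjusted p and when adjusted over the list alone, and an adjusted p of 1.86e-09. Irradiation itself did not move the list as a whole, though Cxcl10 rose from KO to KO-IR by 1.29 (adjusted p = 3.20e-06 from limma). The means were -0.02 in WT-IR vs WT (test up, adjusted p = 0.797 from camera), 0.06 in KO-IR vs KO (median below 0, adjusted p = 0.822) and 0.08 for the interaction (adjusted p = 0.822). Adjusted over the list alone, 1 member was higher in WT-IR vs WT, 4 were higher and 5 lower in KO-IR vs KO, and 3 higher and 1 lower for the interaction.

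Genes of ribosome biogenesis were lower in Pak1-KO MEFs. Of 26 measured (33 listed), 5 fell by at least 2-fold, Heatr1, Polr1a, Pes1, Polr1b and Rrp1b, and 24 were lower and 0 higher at the adjusted p, also when adjusted over the list alone, with a mean of -0.74 and an adjusted p of 2.65e-10 from camera (adjusted p = 0.0918 with an estimated correlation). Heatr1, a factor of rRNA processing, was at -1.52 (standard error 0.06, adjusted p = 1.28e-09), Polr1a, the largest subunit of RNA polymerase I, at -1.19 (standard error 0.04, adjusted p = 4.81e-10) and Pes1, a nucleolar assembly factor, at -1.05 (standard error 0.05, adjusted p = 1.21e-08). In KO-IR vs WT-IR 11 were called lower and 25 were lower at the adjusted p and over the list alone, with a mean of -0.83 and an adjusted p of 7.01e-12 (adjusted p = 0.0749 with an estimated correlation). From WT to WT-IR the mean was 0.13, with 1 member higher (2 over the list alone) and an adjusted p of 4.11e-07 (adjusted p = 0.178 with an estimated correlation), and from KO to KO-IR it was 0.03, with 1 member higher, also over the list alone, and an adjusted p of 0.613. The interaction had a mean of -0.09 and an adjusted p of 0.000571 (adjusted p = 0.443 with an estimated correlation), with 0 members past the adjusted p and 1 over the list alone, against 1869 probe sets of all genes past an unadjusted p of 0.05.

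Some markers of other cell types were higher or lower in Pak1-KO MEFs. Of 14 epithelial markers (17 listed), 3 rose, Krt19 (2.76), Jup (2.52) and F11r (2.44), and Epcam was slightly higher (0.26), so that 4 were higher and 0 lower, also over the list alone, with a mean of 0.53, a median of -0.02 and an adjusted p of 0.208 from camera. Of the 6 mesothelial markers, Krt19 and Msln (1.10) rose, with 2 higher and 1 lower over the list alone, a mean of 0.60, a median of -0.01 and an adjusted p of 0.347. Of 10 skeletal muscle markers (12 listed), Pax3 rose (1.12) and Des was higher (0.43), with 2 higher and 0 lower over the list alone, a mean of 0.09, a median of -0.07 and an adjusted p of 0.797. Of 11 macrophage markers (12 listed), Csf1r fell and Cd14 was higher (0.41), with 1 higher and 2 lower over the list alone, a mean of -0.21 and an adjusted p of 0.437. Of 22 imprinted genes (29 listed), 3 rose, Sgce, Grb10 and Plagl1, and 1 fell, the amino acid transporter Slc38a4, at -1.20 (adjusted p = 2.08e-09), with 6 higher and 6 lower over the list alone, a mean of 0.38, a median of -0.03 and an adjusted p of 0.797.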
